# Impact of MEK inhibition on T-cell infiltration and function after radiotherapy in KRAS-mutant lung cancer

**DOI:** 10.3389/fimmu.2025.1663502

**Published:** 2025-11-24

**Authors:** Yawen Zheng, Chen Su, Jiachao Pan, Yufeng Wang, Mengmeng Zhao, Mingyan Zhang, Peng Yan, Ning Liu, Meili Sun

**Keywords:** KRAS-mutated lung cancer, MEK inhibitor, radiation, cGAS-STING pathway, chemokine (C-X-C motif) ligand 10, immune activation

## Abstract

**Introduction:**

*Ki-ras2* (KRAS) mutation is a common driver of lung cancer, and KRAS-mutated tumors are relatively resistant to radiotherapy. Previously, we demonstrated that mitogen-activated protein kinase (MEK) inhibitors (MEKi) enhanced treatment efficacy by increasing the anti-tumor immune response after radiotherapy in KRAS-mutant tumors. In this study, we explored the potential mechanism underlying the MEKi-mediated increase in anti-tumor immune response.

**Methods and result:**

RNA sequencing revealed that the MEKi+radiotherapy combination significantly activated the chemokine signaling pathway. Blocking the C-X-C motif chemokine ligand 10 (CXCL10) receptor reduced T-cell infiltration *in vivo*. The MEKi+radiotherapy combination increased CXCL10 expression and activated the cyclic GMP–AMP synthase-stimulator of interferon genes (cGAS-STING) pathway in KRAS-mutant lung cell lines. Using a STING inhibitor and cGAS-knockout LLC cells, we showed that CXCL10 production was mediated by the cGAS-STING pathway via nuclear factor kappa B activation. This combination also increased DNA damage and apoptosis in KRAS-mutant lung cancer cell lines, triggering the cGAS-STING pathway. Western blot analysis revealed that MEKi reduced checkpoint kinase 2 phosphorylation after radiotherapy, hindering DNA repair and increasing DNA damage. Flow cytometry revealed that MEKi combined with radiotherapy boosted tumor-infiltrating CD4+ and CD8+ T cells *in vivo*, enhancing their cytotoxic and secretory functions. In an LLC-bearing mouse model, combining MEKi with varying radiotherapy doses and extending drug holidays revealed that low-dose radiotherapy with MEKi effectively controlled tumor growth.

**Conclusion:**

Our findings suggest that MEKi activates the cGAS-STING-TANK-binding kinase 1-nuclear factor kappa B-CXCL10 axis post-radiotherapy in KRAS-mutant lung cancer, increasing T-cell infiltration and function, activating anti-tumor immunity, and inhibiting tumor growth. These results indicate the potential for clinical translation.

## 1 Introduction

*Ki-ras2* (KRAS) mutations serve as driver genes in non-small cell lung cancer (NSCLC), with approximately 27% incidence among Caucasians (1) and 9% among Chinese (2). NSCLC harboring KRAS mutations is associated with a poor prognosis, and first-line platinum-based chemotherapy (± immunotherapy) is a recommended option (3). To date, five novel agents targeting KRAS have been approved by the U.S. Food and Drug Administration and the National Medical Products Administration of China (4). Nevertheless, these agents demonstrate efficacy exclusively in NSCLC with KRAS G12C mutations; moreover, their overall effectiveness remains unsatisfactory, and drug resistance occurs at 6–8 months (5–7).

Radiotherapy (RT) is a pivotal modality in cancer treatment and is known for its ability to activate anti-cancer immunity (8). RT does far more than induce DNA damage; it acts as an *in situ* vaccine that can initiate and amplify systemic anticancer immunity. Additionally, research indicates that RT can directly influence immune cells in the tumor microenvironment and modulate the expression of immunotherapy targets (9). Nevertheless, the expression of mutant KRAS influences the radiation-induced DNA damage response, leading to increased cell survival and resistance to radiation (10, 11). As mitogen-activated protein kinase kinase (MEK) is a key protein in the KRAS signaling pathway, MEK inhibitors (MEKis) can disrupt the downstream signaling cascade of KRAS. MEKis have been approved for use in *B-Raf*–mutated solid cancers, such as melanoma, colorectal cancer, and NSCLC (12). In addition to inhibiting tumor growth, our preliminary research (13) suggests that MEKis can increase chemokine secretion and increase T-cell infiltration after RT in KRAS-mutant tumors, thereby improving treatment efficacy. However, the precise mechanisms underlying this effect remain unclear.

In this study, we aimed to elucidate the mechanisms by which MEKis activate anti-tumor immunity in KRAS-mutant lung cancer. Specifically, we aimed to identify the key factors through which MEKis enhance T-cell infiltration, delineate the signaling pathways and molecular mechanisms that govern the upregulation of these factors, and comprehensively characterize the influence of the MEKis and RT combination on the functional state of infiltrating T cells. Furthermore, we investigated the impact of varying radiation doses and drug holiday schedules on therapeutic efficacy, with the intention of developing novel therapeutic strategies for patients with KRAS-mutated lung cancers.

## 2 Materials and methods

### 2.1 Tumor cell lines

NSCLC cell lines (A549 RRID: CVCL_0023 and H23 RRID: CVCL_1547) and mouse cell lines (Lewis lung carcinoma cell line [LLC] RRID: CVCL_4358) were purchased from the Cell Resource Center of the Chinese Academy of Sciences (Beijing, China). A549 has the KRAS G12S mutation, H23 has the KRAS G12C mutation, and LLC has both the KRAS G12C and NRAS Q61H mutations. A549 and H23 cells were cultured in RPMI 1640 supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin solution. LLC cells were cultured in Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum and 1% penicillin–streptomycin solution. The cyclic GMP–AMP synthase knockout (cGAS-KO) LLC cell line, along with its control, was provided by the Tongji University School of Medicine. All experiments were performed using mycoplasma-free cells.

### 2.2 Apoptosis and cell cycle analyses

To evaluate apoptosis, following the exposure of LLC and H23 tumor cells to dimethyl sulfoxide and 10 nmol/L of the MEKi trametinib for 1h, they were irradiated with a dose of 8 Gy. Similarly, A549 tumor cells were treated with dimethyl sulfoxide and 100 nmol/L trametinib for 1h, followed by irradiation at a dose of 12 Gy. At 48h post-treatment, cells from each group were trypsinized and analyzed using the Annexin V-FITC Apoptosis Detection Kit (Beyotime, Shanghai, China; Cat. No. C1062S) according to the manufacturer’s instructions.

To assess cell cycle distribution, tumor cells were subjected to the same treatment protocol as described above. After 12h, the cells were harvested via trypsinization, washed with cold phosphate-buffered saline (PBS), and fixed in 70% ice-cold ethanol overnight at −20°C. The fixed cells were washed with cold PBS and incubated with 0.5 ml of propidium iodide/RNase staining buffer (BD Biosciences, Cat. No. 550825) for 15 min at room temperature before analysis.

### 2.3 Western blot analysis

After radiation or drug treatment, the cells were harvested and lysed using radioimmunoprecipitation assay lysis buffer (Beyotime; Cat. No. P0013B) containing a protease inhibitor (Beyotime; Cat. No. ST506) and phosphatase inhibitor cocktail (APExBIO, Houston, TX, USA; Cat. No. K1015). After determining the protein concentrations of the cell lysates using the Quick Start™ Bradford Protein Assay Kit (Bio-Rad; Cat. No. 5000205), 50 μg of protein samples and 5 µl of protein marker (EpiZyme, Shanghai, China; Cat. No. WJ107) were separated on 10% or 12% sodium dodecyl sulfate-polyacrylamide gels and transferred to polyvinylidene fluoride membranes. The membranes were blocked in a 5% skim milk solution for 1h and incubated overnight with the corresponding primary antibodies at 4°C. The primary antibodies used were anti-mouse cGAS (1:1000; Cell Signaling, Danvers, MA, USA; Cat. No. 31659s), anti-extracellular signal-regulated kinase (ERK; 1:1000; Cell Signaling; Cat. No.9102), anti-phospho-ERK1/2 (Thr202/Tyr204) (1:1000; Cell Signaling; Cat. No. 4370), anti-stimulator of interferon genes (STING; 1:1000; Cell Signaling; Cat No. 13647s), anti-mouse phospho-STING (Ser365) (1:1000; Cell Signaling; Cat. No. 72971s), anti-human phospho-STING (Ser366) (1:1000; Cell Signaling; Cat. No. 50907S), anti-TANK-binding kinase 1 (TBK1; 1:1000; Cell Signaling; Cat. No. 3504s), anti-phospho-TBK1 (Ser172) (1:1000; Cell Signaling; Cat. No. 5483s), anti-interferon regulatory factor 3 (IFR3; 1:1000; Affinity Biosciences, Cincinnati, OH, USA; Cat. No. DF6895), anti-phospho- IFR3 (Ser396) (1:1000; Affinity; Cat. No. AF2436), anti-nuclear factor kappa B (NF-κB p65; 1:1000; Affinity; Cat. No. AF5006), anti-phospho- NF-κB p65 (Ser536) (1:1000; Cell Signaling; Cat. No. 3033S), anti-checkpoint kinase 1 (CHK1; 1:1000; Med Chem Express; Cat. No. HY-P80617), anti-phospho-CHK1 (Ser345) (1:1000; Cell Signaling; Cat. No. 2348S), anti-CHK2 (1:1000; Cell Signaling; Cat. No. 2662T), anti-human phospho-CHK2 (Thr68) (1:1000; Cell Signaling; Cat. No. 2661S), anti-mouse phospho-CHK2 (Thr68) (1:1000; Affinity; Cat. No. AF3036), anti-histone protein H2AX (γ-H2AX; 1:1000; Cell Signaling; Cat. No. 9718T), and anti-glyceraldehyde-3-phosphate dehydrogenase (GAPDH; 1:3000; Affinity; Cat. No. AF7021). Subsequently, the membranes were washed and incubated at 25°C with horseradish peroxidase-conjugated goat anti-rabbit for 1h. The bands were visualized using an enhanced chemiluminescence detection reagent.

### 2.4 RNA extraction and real-time quantitative polymerase chain reaction

Tumor cells were harvested, and RNA was extracted using a total RNA extraction kit (Fastagen Biotech, Shanghai, China; Cat. No. RNAfast200). Complementary DNA was synthesized from 1 µg of purified total RNA using the *Evo M-MLV* RT Master Mix (Accurate Biology, Wuhan, China; Cat. No. AG11706) according to the manufacturer’s instructions. The mRNA expression levels of C-X-C motif chemokine ligand 10 (CXCL10) in human and mouse tumor cells were quantified using specific primers. The analysis was conducted via the comparative cycle threshold method, with normalization to GAPDH expression levels. All experiments were conducted in triplicate. The primer sequences for mouse CXCL10 were as follows: forward primer ATCCGGAATCTAAGACCATCAAGAA and reverse primer TGTCCATCCATCGCAGCAC. For mouse GAPDH, the primer sequences were: forward primer GTATGACTCCACTACCGGCAAA and reverse primer GGTCTCGCTCCTGGAAGATG. For human CXCL10, the primer sequences were: forward primer TGCCATTCTGATTTGCTGCC and reverse primer TGCAGGTACAGCGTACAGTT. For human GAPDH, the primer sequences were: forward primer GTTGCCATCAATGACCCCTT and reverse primer AGAGGCAGGGATGATGTTCT.

### 2.5 Enzyme-linked immunosorbent assay

The tumor-secreted CXCL10 was quantitated from cells in 6-well plates using an ELISA Kit (Boster Biological Technology, Pleasanton, CA, USA; Cat. No. EK0736 and EK0735). Briefly, cell-free supernatants from a tumor treatment system were collected after 48h, and 100 μl/well of standards and samples were loaded into 96-well plates. After incubation with biotinylated antibodies, streptavidin-conjugated horseradish peroxidase (HRP) was added to each well and reacted with HRP substrate solution. Optical density at 450 nm was measured, and the concentration levels were adjusted according to every 10^6^ living tumor cells.

### 2.6 Ethics statement for animal experiments

Male C57BL/6 mice (4- to 6-week-old) were purchased from the Beijing SIPEIFU Biotechnology Company (Beijing, China). All animal studies were approved by the Animal Care Committee of Jinan Central Hospital (No. JNCHIACUC2024-69) and complied with the current Chinese regulations and standards for laboratory animal use. All the mice were euthanized using a carbon dioxide anesthesia protocol.

### 2.7 *In-vivo* tumor growth and mouse treatments

In total, 5 × 10^5^ LLC cells were subcutaneously injected into the right flank of C57BL/6 mice. When the tumor volume reached 50–75 cm^3^, six mice each were randomly assigned to the following three groups: control, MEKi+RT+anti-C-X-C motif chemokine receptor 3 (CXCR3), and MEKi+RT+isotype. The mice in the MEKi+RT+anti-CXCR3 and MEKi+RT+isotype groups were administered trametinib (1 mg/kg) via oral gavage daily, and those in the control group were administered the solvent (corn oil) via oral gavage at the same time. After 2 days of oral gavage, the mice in the combined therapy groups received radiation (8 Gy/1F), and 200 µg of CXCR3 neutralizing antibody (Bioxcell, Cat. No. BE0249) or the isotype (Bioxcell, Cat. No. BE0091) was injected intraperitoneally twice a week. Tumor volumes were measured every other day using a digital caliper and calculated as 0.5 × length × width^2^. When the tumors reached the size limit (2 cm^3^), the mice were euthanized, and tumors were isolated and weighed.

In a separate experimental design aimed at investigating the role of tumor-infiltrating T cells, LLC cells were similarly injected into C57BL/6 mice. Upon tumors reaching a volume of 200–250 cm³, the mice were randomly assigned to one of four groups: Control, MEKi, RT, and MEKi+RT. After 1 day of oral administration via gavage, the mice in the RT and MEKi+RT groups underwent radiation treatment (8 Gy/1F), and 3 days later, they were euthanized, and tumors were excised for further analysis.

In another experiment, LLC cells were injected into the bilateral flanks of C57BL/6 mice to assess the efficacy of a novel combination treatment modality involving MEKi and RT. Once tumor volumes attained 50–75 cm³, the mice were randomly allocated into the same four groups as previously delineated. Following one day of oral gavage, the mice in the RT and MEKi+RT groups received radiation (8 Gy/1F on the left side and 4 Gy/1F on the right side). Both the tumors and the spleen were excised for further analysis.

### 2.8 Flow cytometry analysis

Following the excision of the tumor tissue, it was rinsed with PBS to eliminate any visible adipose tissue or ecchymosis. Subsequently, the tissue was sectioned into 1 mm³ fragments and transferred into a 24-well plate. One milliliter of collagenase solution (Solarbio, Cat. No. C8160) at a concentration of 1 mg/ml was added to each well, and the samples were incubated at 37°C for 50 min, after which a filter mesh was used to separate any undigested tissue fragments. The resultant cell suspension was either collected directly or isolated using the Mouse Tumor Infiltrating Lymphocyte Isolation Kit (Solarbio, Beijing, China; Cat. No. P9000) in accordance with the manufacturer’s protocol. Flow cytometry was performed to detect mouse T cells after staining with specific marker-specific fluorescent antibodies. For intracellular staining of interferon-γ (IFN-γ), perforin and granzyme B, tumor-infiltrated immune cells, or erythrocyte-excluded spleen cells were first incubated with a cell stimulation cocktail plus protein transport inhibitors (eBioscience; Cat. No. 4975-03) at 37°C under 5% CO_2_ for 2h.

The following antibodies were used: eBioscience™ Fixable Viability Dye eFluor™ 506 (Invitrogen™; Cat. No. 65-0866-14), allophycocyanin (APC)/cyanine7 anti-mouse CD45.2 (Biolegend; Cat. No. 109824), fluorescein isothiocyanate (FITC)-anti-mouse CD3 (Biolegend, San Diego, CA, USA; Cat. No. 100203), PerCP 5.5-anti-mouse CD4 (Biolegend; Cat No. 100434), APC-anti-mouse CD8 (Biolegend; Cat. No. 100712), Brilliant Violet 421™ anti-mouse CD107a (LAMP-1) (Biolegend; Cat no. 121617), Brilliant Violet 650™ anti-mouse IFN-γ antibody (Biolegend; Cat No. 505831), phycoerythrin (PE) anti-mouse IFN-γ (Biolegend; Cat No. 505808), and PE/cyanine7 anti-human/mouse granzyme B (Biolegend; Cat No. 372214). The gating strategy for the analysis of the T cells is shown in **Supplementary Figure S1**. The stained cells were analyzed on a FACS Calibur flow cytometer (BD Bioscience), and data were analyzed using the FlowJo10 software (Tree Star, Inc., Ashland, OR, USA).

### 2.9 Immunofluorescence

Mouse cancer tissues were embedded in paraffin and sectioned into 4 μm slices. The tissue sections were subjected to deparaffinization and rehydration through a series of decreasing ethanol concentrations. Following antigen retrieval, the sections were treated with 3% hydrogen peroxide for 20 min. Subsequently, the tissue sections were incubated with the specific primary antibodies and HRP-conjugated secondary antibodies. After counterstaining the nuclei with DAPI, an autofluorescence quencher was applied, followed by mounting the sections on slides and acquiring the images. The primary antibodies used included anti-CD4 (1:2000; Abcam, Cambridge, UK; Cat No. ab183685), anti-CD8 (1:2000; Abcam; Cat No. ab237723), and anti-CXCL10 (1:2000; Proteintech, Rosemont, IL, USA; Cat No. 10937-1-AP). Cells subjected to the corresponding treatments were seeded onto chamber slides. Following fixation and blocking, the slides were incubated with anti-γ-H2AX (1:500; Cell Signaling; Cat No. 9718T), and the subsequent procedures were conducted as previously described.

### 2.10 Gene sequencing

Twenty-four hours after the designated treatment, LLC cells cultured in 60 mm dishes in the four groups were subjected to two rinses with PBS and treated with 1 ml of TRIzol reagent each. The solution was pipetted until it appeared clear, after which the mixture was transferred to an EP tube and stored at −80°C. The samples were then transported to Beijing Genomics Institute on dry ice for gene sequencing. Sequencing commenced once the samples successfully passed quality control assessments.

### 2.11 Statistical methods

All data, unless mentioned otherwise, are represented as the mean ± standard deviation (SD). Statistical analysis was performed using SPSS 24 (IBM SPSS Statistics for Windows, Version 24.0. Armonk, NY: IBM Corp.) and GraphPad Prism 8.0 (GraphPad Software, San Diego, CA, USA). At least three independent experiments were conducted. Inter-group comparisons were conducted utilizing a one-way analysis of variance, followed by Tukey’s *post-hoc* test to address multiple pairwise comparisons. The differences were considered statistically significant at *P* < 0.05.

## 3 Results

### 3.1 CXCL10 is a critical factor in KRAS-mutated lung cancer treated with MEKi+RT

A comprehensive analysis of tissue sequencing data from mouse LLC tumors previously subjected to MEKi and/or RT revealed significant enrichment of the chemokine signaling pathway in the MEKi+RT treatment group (**Figures 1A**), which included a marked upregulation of CXCL10 and its receptor CXCR3 (**Figures 1B, C**), whereas other cytokines, including CXCL9, C-C motif chemokine ligand (CCL)1, and CCL2, did not exhibit statistically significant increases in the combination group (**Supplementary Figure S2**). This suggests a potentially critical role for CXCL10 in the therapeutic efficacy of the MEKi and RT combination therapy. Additionally, elevated CXCL10 expression was observed in two human KRAS-mutant lung cancer cell lines, A549 and H23 (**Figures 1E, F**), in the combination group, similar to that in LLC (13).

**Figure 1:**
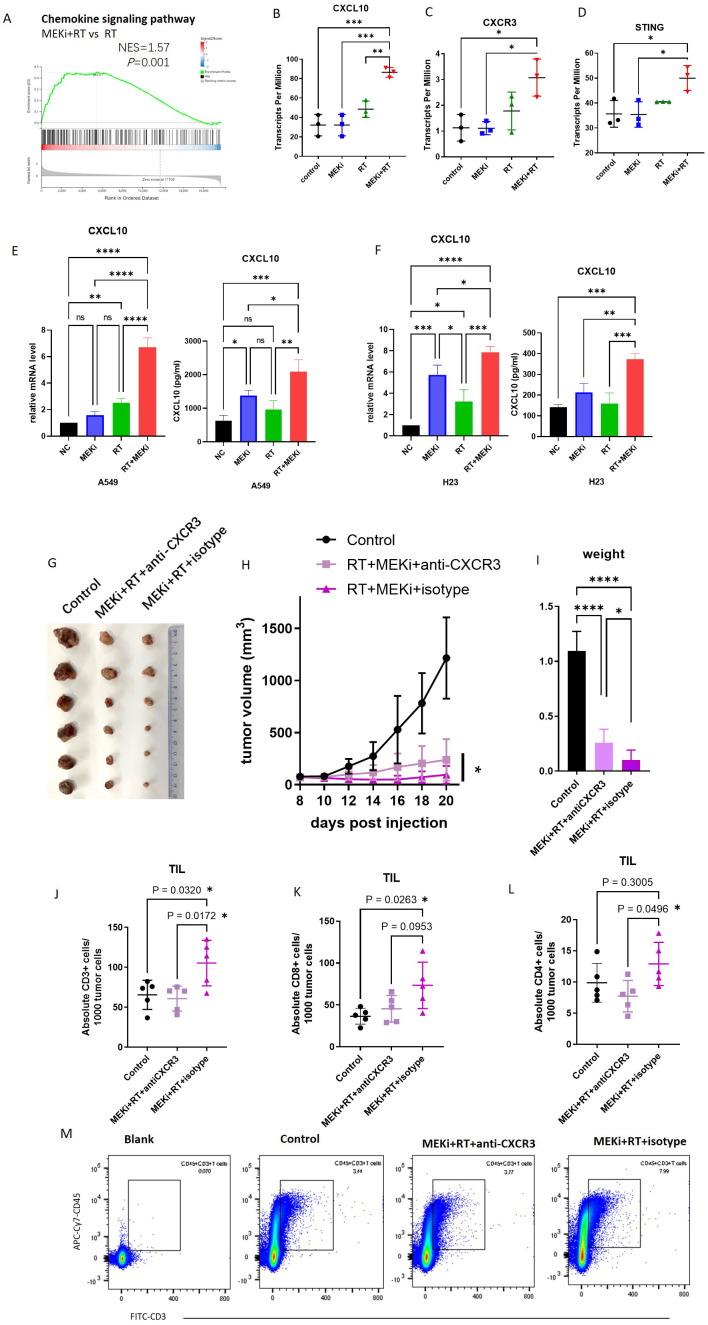
CXCL10 is a critical factor in KRAS-mutated lung cancer treated with MEKi+RT. **(A)** Tissue sequencing reveals enrichment of the chemokine signaling pathway. **(B-D)** Sequencing data indicate CXCL10, CXCR3, and STING expression across four groups. **(E)** CXCL10 mRNA and protein levels in A549 post-MEKi and RT treatment. **(F)** CXCL10 mRNA and protein levels in H23 post-MEKi and RT treatment. **(G)** Mice injected with LLC cells were categorized into control, MEKi+ RT+anti-CXCR3, and MEKi+RT+isotype groups, with the tumor sizes measured. **(H)** Tumor growth curves for the three groups. **(I)** Tumor weight comparison post-excision. **(J-L)** Flow cytometry comparison of CD3+, CD8+, and CD4+ T lymphocyte counts in tumors. **(M)** Flow cytometry plots showing CD3+ T cell gating in the three groups. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. CXCL, C-X-C motif chemokine ligand; CXCR, C-X-C motif chemokine receptor; MEKi, MEK inhibitor; RT, radiotherapy; STING, stimulator of interferon genes.

To assess the functional impact of CXCL10, the use of an *in-vivo* neutralizing antibody against CXCR3 revealed that CXCR3 neutralization attenuated the tumor control efficacy of the MEKi and RT combination therapy, as evidenced by increased tumor volume and weight (**Figures 1G–I**). Flow cytometric analysis of tumor-infiltrating lymphocytes indicated a reduction in the number of infiltrating CD3, CD8, and CD4 T lymphocytes in the MEKi+RT+anti-CXCR3 group compared to the MEKi+RT+isotype group (**Figures 1J–M**).

### 3.2 CXCL10 induction is associated with the cGAS-STING signaling pathway after MEKi+RT treatment

Radiation-induced DNA damage is the main trigger for immune activation (14). 

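LLC cells, a line derived from the mouse Lewis lung carcinoma, were sequenced in 4 groups. Control cells were untreated, the MEKi group received the MEK inhibitor trametinib at 10 nmol/L, the RT group received 8 Gy in 1 fraction, and the MEKi+RT group received both. RNA was collected 24 h after treatment, and each group has 3 libraries, numbered 1 to 3. The methods name TRIzol for the sequenced cells, whereas the sample labels name a column kit for RNA extraction and a poly(A) library kit. The submitters' processing notes name HISAT and the mouse build GRCm39, without versions. The deposited table gives the authors' estimated counts, FPKM and TPM for 18171 protein-coding genes in every library. The counts summed to between 19156513 and 20233009 (median 20152868) per control library and to between 17979950 and 20031565 (median 19854748) per MEKi library. They summed to between 17660697 and 20153422 (median 18890196) per RT library and to between 19464579 and 19772402 (median 19713639) per MEKi+RT library. For the tests, the counts were rounded to whole numbers and scaled by TMM, and the 12675 genes with enough counts were fitted with edgeR's quasi-likelihood model over all 4 groups. Adjusted p-values are Benjamini-Hochberg values over these genes, and a gene past the test has an adjusted p under 0.05. Gene lists fixed before the data were examined were tested with limma's camera. Pathway enrichment followed the signal-to-noise ranking named in Figure 2, computed on TPM with 10000 random gene sets. The authors' counts are not all whole. In control replicate 3, MEKi replicate 1, RT replicates 2 and 3 and MEKi+RT replicate 1, between 54.1% and 61.7% of the values had a fraction, against 39.9% to 44.1% in the other 7 libraries. Fits without these 5 libraries, or with this grouping as a covariate, were chosen after seeing the data, and the former keep 1 RT library, which is assumed to vary like the other groups. With library size alone the median log2 fold change of all genes in MEKi+RT against control was 0.11, against 0.01 with TMM. The paper states in general that at least 3 independent experiments were conducted, but neither it nor the labels say whether these libraries came from separate cultures, so the p-values measure the spread between them, which may be technical. The sequenced tumor tissues are not analysed here.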

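In MEKi+RT cells, the genes with the largest falls against control included direct readouts of ERK signaling. Etv5 and Etv4, ETS transcription factors induced by ERK, had log2 fold changes of -6.20 (SE 0.46) and -4.43 (SE 0.27), and Dusp6, a phosphatase that inactivates ERK, had -3.99 (SE 0.44). MEKi+RT replicate 2 stood apart, with Dusp6 at 20.2 TPM against 4.90 and 2.07 in the other MEKi+RT libraries and Etv5 at 1.41 TPM against 0.220 in both others, and without it Dusp6 had -5.37 and Etv5 -7.69 (adjusted p = 1.48e-08 and 2.29e-08). All 18 tested genes of ERK pathway output fell, also when adjusted over the list alone (camera adjusted p = 8.87e-06, and adjusted p = 0.440 with an estimated correlation). Among genes with a mean log2 CPM of at least 3, the largest rises were those of Cbr2, a carbonyl reductase, at 5.28 (SE 0.20), Tgfbi, an extracellular matrix protein, at 4.91 (SE 0.15), and Selenbp1 at 4.76 (SE 0.23). Of the 12675 genes tested with edgeR, 4333 were higher and 4403 lower in MEKi+RT than in control. MEKi alone gave 3787 higher and 3858 lower genes, and RT alone 1328 and 1314. Genes typical of fibroblasts were higher as well, 8 of the 8 tested (camera adjusted p = 0.000107, and adjusted p = 0.202 with an estimated correlation). The list holds 14 genes, and the others had too few counts to be tested. Among the 8 was Col1a2, a chain of type I collagen, at 2.08 (SE 0.17). Its mean level was low, at 0.483 TPM in control and 2.26 in MEKi+RT. With library size in place of TMM the split was 5287 higher and 3510 lower for MEKi+RT, 4697 and 3022 for MEKi, and 1666 and 864 for RT, where upper-quartile factors gave 1529 and 969. The RT counts also fell to 860 higher and 701 lower genes without RT replicate 3, and the lower genes to 865 without RT replicate 1 and to 759, 739 and 822 without control replicates 1, 2 and 3. Without the 5 libraries with more fractional counts, RT gave 68 higher and 14 lower genes, while with this grouping of the libraries as a covariate it gave 1245 and 1188.
The KEGG Toll-like receptor signaling pathway moved in both directions. Of 67 tested members, 22 were higher in MEKi+RT than in control, 24 were lower and 21 did not pass the test, with the same numbers higher and lower when adjusted over the list alone. The rises included Lbp, which carries lipopolysaccharide to its receptor, at 3.61 (SE 0.23), and Pik3r3 and Pik3r1, regulatory subunits of PI3K, at 1.95 (SE 0.15) and 1.12 (SE 0.06). Tlr9 (gene ID 81897), the receptor for unmethylated CpG DNA, lies on chromosome 9 of GRCm39 from 106099797 to 106104075. It stood at 2.15 ± 0.220 TPM (SD, n = 3) in control, 4.00 ± 0.437 in MEKi, 2.66 ± 0.286 in RT and 4.96 ± 0.284 in MEKi+RT, a log2 fold change of 1.07 (SE 0.12, adjusted p = 1.60e-06) by edgeR for MEKi+RT against control. Jun, a component of the AP-1 transcription factor, fell by 1.43 on the log2 scale, Spp1, which encodes osteopontin, fell by 1.39, and Traf3, an adaptor of Toll-like receptor signaling, fell by 0.81. The list did not pass camera (adjusted p = 0.934), and its median log2 fold change of -0.01 lies below zero while its mean of 0.16 and the direction of the test lie above. The test's direction turned without MEKi+RT replicate 1 (adjusted p = 0.973). In the signal-to-noise ranking of 17463 genes, the pathway had a normalized enrichment score (NES) of 1.00 (permutation with random gene sets, one-sided p = 0.500), with 25 genes ahead of the peak, of which 16 were higher by edgeR. Against RT alone, the NES was 0.87 (permutation p = 0.724). With permuted library labels in place of random gene sets it was 1.25 (permutation p = 0.05, the smallest possible).

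**Figure D1:**
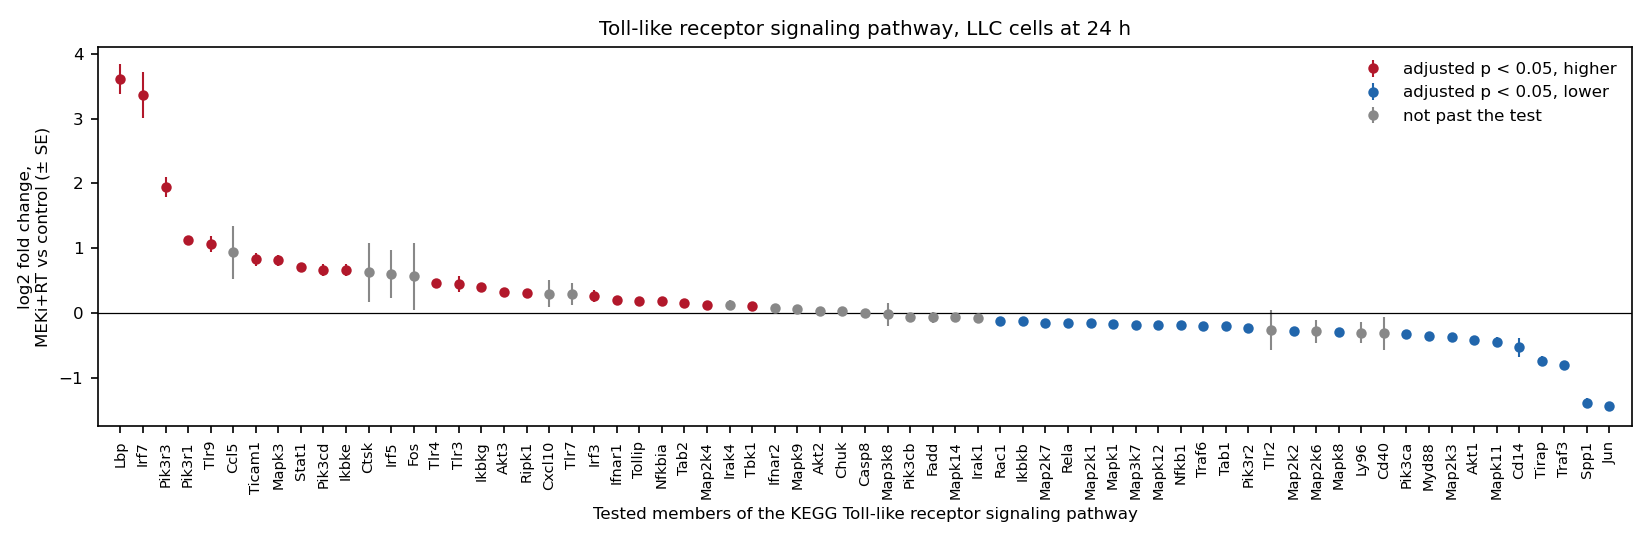
Log2 fold change (y axis, MEKi+RT against control, bars are the standard error) of the 67 tested members of the Toll-like receptor signaling pathway (x axis) in LLC cells, n = 3 libraries per group. Red points are higher, blue points lower and grey points not past the edgeR test, and the values run from 3.61 for Lbp to -1.43 for Jun.

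Sting1 (gene ID 72512) encodes STING, the adaptor downstream of cGAS, and lies on the minus strand of chromosome 18 of GRCm39 from 35866731 to 35873607. Its level was 41.1 ± 3.66 TPM (SD, n = 3) in control, 32.5 ± 3.37 in MEKi, 53.5 ± 2.69 in RT and 29.5 ± 3.42 in MEKi+RT. By edgeR, Sting1 was higher in RT than in control, with a log2 fold change of 0.35 (SE 0.09, adjusted p = 0.0110), and it fell by 0.46 with MEKi alone (SE 0.09, adjusted p = 0.000376). It fell by 0.61 in MEKi+RT against control (SE 0.09, adjusted p = 2.03e-05) and by 0.96 against RT (SE 0.09, adjusted p = 2.02e-07). MEKi+RT against MEKi did not pass the test, at -0.15 (SE 0.09, adjusted p = 0.248). The rise in RT was lost without control replicate 2 (0.28, adjusted p = 0.0595). Without the 5 libraries with more fractional counts it stood at 0.41 (adjusted p = 0.217), with 1 RT library left, and with their grouping as a covariate at 0.35 (adjusted p = 0.0140).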

Sequencing analysis of LLC cells and tissues treated with MEKi alone, RT alone, or MEKi+RT revealed significant enrichment of the Toll-like receptor signaling (**Figures 2A–C**) and cytosolic DNA-sensing pathways (**Figures 2D–F**), and STING expression (**Figure 1D**) in the MEKi+RT group. The Toll-like receptor family member, Toll-like receptor 9, and the cGAS-STING DNA-sensing pathway are capable of detecting intracellular DNA damage, thereby inducing immune activation (15–17). In LLC cells, the STING protein inhibitor, C-176, effectively inhibited CXCL10 production in the MEKi+RT group, whereas the TLR9 receptor inhibitor, ODN2088, did not (**Figure 2G**). Furthermore, a concentration-dependent effect of C-176 was observed at both the mRNA and protein levels of CXCL10 in the MEKi+RT group (**Figures 2H, I**).

**Figure 2:**
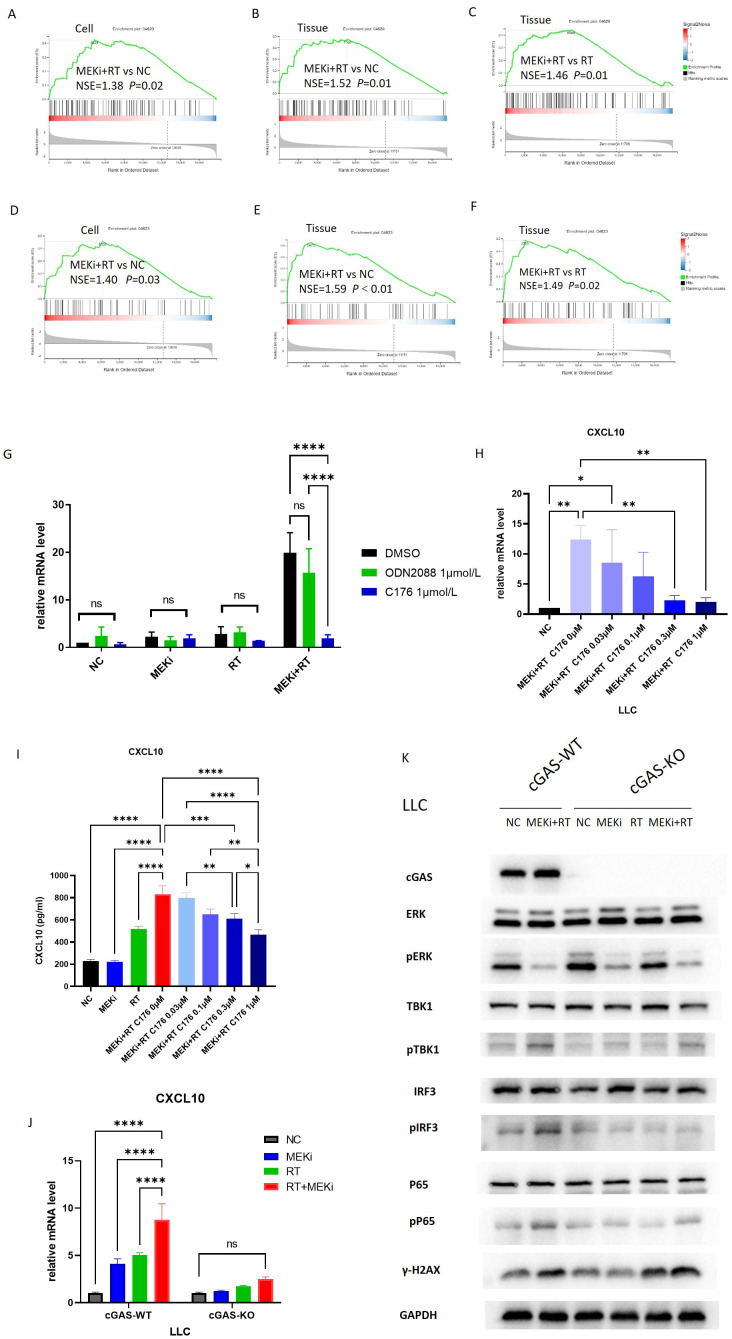
The cGAS-STING signaling pathway is associated with CXCL10 induction after MEKi+RT treatment. **(A–C)** Sequencing data shows enrichment of Toll-like receptor pathway. **(D–F)** Sequencing data indicates cytosolic DNA-sensing pathway enrichment. **(G)** PCR analysis of CXCL10 in LLC cells treated with TLR inhibitor (1 µmol/L) and STING inhibitor C176 (1 µmol/L). **(H)** Impact of varying C176 concentrations on CXCL10 mRNA expression in LLC cells treated with MEKi and RT. **(I)** Effect of C176 concentrations on CXCL10 protein levels in LLC cell culture supernatant after MEKi and RT treatment. **(J)** CXCL10 mRNA expression in cGAS-WT and cGAS-KO LLC cell lines across four treatment groups. **(K)** Western blot analysis of cGAS-STING pathway activation in cGAS-WT and cGAS-KO LLC cell lines. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. cGAS, cyclic GMP–AMP synthase; CXCL, C-X-C motif chemokine ligand; KO, knock-out; MEKi, MEK inhibitor; STING, stimulator of interferon genes; RT, radiotherapy; WT, wild-type.

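Among 40 tested members of the KEGG cytosolic DNA-sensing pathway in LLC cells, 12 were higher in MEKi+RT than in control, 24 were lower and 4 did not pass the edgeR test (13 higher and 24 lower when adjusted over the list alone). RNA polymerase subunits, which in this pathway transcribe AT-rich DNA into RNA, make up 17 of these members, and 15 of them fell, with log2 fold changes of -1.09 (SE 0.07) for Polr2h, -0.97 (SE 0.07) for Polr3d and -0.75 (SE 0.06) for Polr3e. Of the other 23 members, 11 rose and 9 fell. Il18, an inflammatory cytokine, had a log2 fold change of 2.01 (SE 0.22), Casp1, the protease that matures it, 1.51 (SE 0.10), and Ddx58, the RNA sensor RIG-I, 1.17 (SE 0.05).
Cgas (gene ID 214763), the DNA sensor upstream of STING, lies on chromosome 9 of GRCm39 from 78334771 to 78350519. It was 9.06 ± 0.694 TPM (SD, n = 3) in control, 7.60 ± 0.918 in MEKi, 7.74 ± 0.353 in RT and 6.83 ± 0.916 in MEKi+RT, and fell by 0.55 on the log2 scale in MEKi+RT against control (SE 0.10, adjusted p = 0.000186 by edgeR). Mavs, the adaptor of RIG-I, fell by 0.40. Rela, the p65 subunit of NF-kB, fell by 0.16 (SE 0.04, adjusted p = 0.00426), but stood at -0.06 with library size alone and with upper-quartile factors (adjusted p = 0.253 and 0.197). The kinase gene Tbk1 was at 0.11 (SE 0.04, adjusted p = 0.0245) and the transcription factor gene Irf3 at 0.27 (SE 0.09, adjusted p = 0.0193). The call of Irf3 was lost without control replicate 1 or 2 or MEKi+RT replicate 1 or 3 (adjusted p = 0.0589, 0.0837, 0.0640 and 0.101), and that of Tbk1 without control replicate 1 or 2 or MEKi+RT replicate 1 or 2 (adjusted p = 0.104, 0.0602, 0.0773 and 0.0703). Both calls were also lost with DESeq2 (adjusted p = 0.0510 and 0.0666). Of 18 cGAS-STING pathway components, 9 rose and 7 fell, with the same numbers when adjusted over the list alone (camera adjusted p = 0.804).
Cxcl10 (gene ID 15945), a chemokine ligand of CXCR3, lies on the minus strand of chromosome 5 from 92494497 to 92496748. It was 3.76 ± 0.134 TPM (SD, n = 3) in control, 3.01 ± 0.329 in MEKi, 8.10 ± 1.16 in RT and 5.07 ± 1.32 in MEKi+RT. By edgeR it was higher in RT than in control, with a log2 fold change of 1.07 (SE 0.20, adjusted p = 0.00196), and higher in MEKi+RT than in MEKi, at 0.74 (SE 0.22, adjusted p = 0.0211). It fell by 0.77 in MEKi+RT against RT (SE 0.19, adjusted p = 0.00214), and MEKi+RT against control did not pass the test, at 0.30 (SE 0.21, adjusted p = 0.221). The difference from MEKi was lost without MEKi replicate 3 or MEKi+RT replicate 1 or 2 (adjusted p = 0.0868, 0.0554 and 0.0930) and with DESeq2 (adjusted p = 0.0533). Without the 5 libraries with more fractional counts, with 1 RT library left, RT against control stood at 0.86 and MEKi+RT against RT at -0.59 (adjusted p = 0.227 and 0.180), and with their grouping as a covariate at 1.02 and -0.73 (adjusted p = 0.00379 and 0.00449). Among 13 chemokine ligands, 7 rose, among them Ppbp, a neutrophil chemoattractant, at 3.02 (SE 0.19) and Ccl7, a monocyte chemoattractant, at 2.48 (SE 0.15). Ccl2 fell by 0.68, Cx3cl1 fell by 0.41, a call lost without MEKi+RT replicate 3 (adjusted p = 0.0524), and 4 did not pass the test (8 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.130).
The DNA-sensing list did not pass camera (adjusted p = 0.212), and its median of -0.19 and the direction of the test lie below zero while its mean of 0.03 lies above. Its NES in MEKi+RT against control was 0.80 (permutation with random gene sets, one-sided p = 0.799), with 4 genes ahead of the peak. These were Irf7, a transcription factor for interferon genes that was singled out after its values were seen, Il18, Casp1 and Ddx58. The NES turned to -1.13 when genes were ranked by edgeR's signed root F statistic (permutation p = 0.259). Against RT it was -1.10 (permutation p = 0.260), or -1.50 with the edgeR ranking (permutation p = 0.0263). In that comparison 12 of the 17 RNA polymerase subunits were lower and 1 higher, while the other 23 members split into 8 higher and 9 lower. After the enrichment of both pathways, the paper recalls that Toll-like receptor 9 and cGAS-STING can detect intracellular DNA damage and reports that a STING inhibitor, but not a Toll-like receptor 9 inhibitor, reduced CXCL10 production in these cells (Figure 2G). It then states that the cGAS-STING pathway is associated with CXCL10 induction after MEKi+RT. Its further evidence is a concentration series of the STING inhibitor and cells without cGAS, where CXCL10 was not effectively induced (Figures 2H to 2J). The paper judges activation of the pathway by phosphorylated proteins, which the transcript levels given here do not measure.

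**Figure D2:**
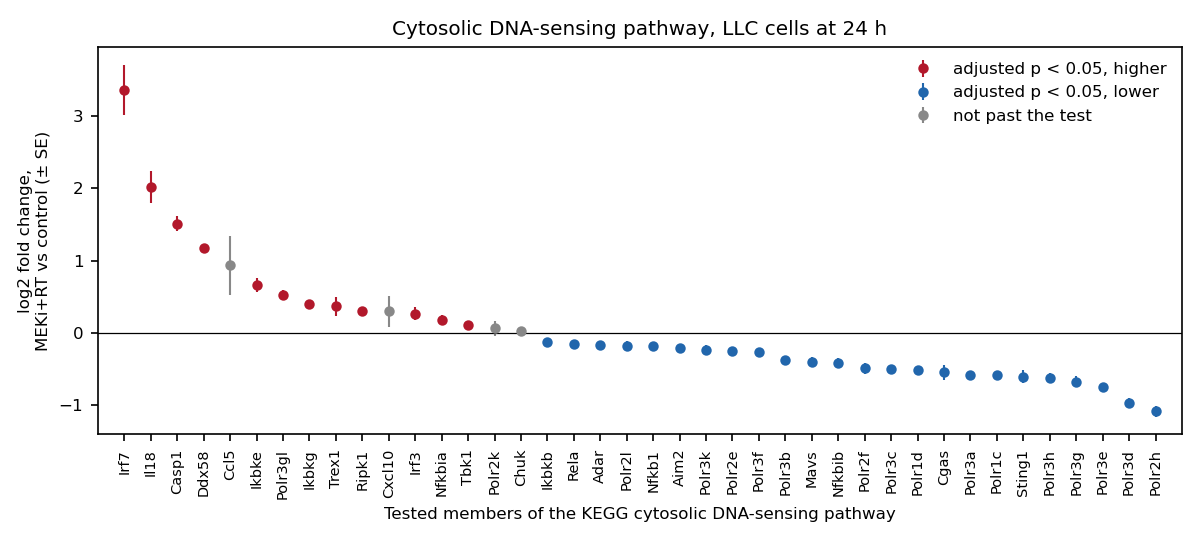
Log2 fold change (y axis, MEKi+RT against control, bars are the standard error) of the 40 tested members of the cytosolic DNA-sensing pathway (x axis) in LLC cells, n = 3 libraries per group. Red points are higher, blue points lower and grey points not past the edgeR test, and the RNA polymerase subunits make up most of the low end, down to -1.09 for Polr2h.

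**Figure D3:**
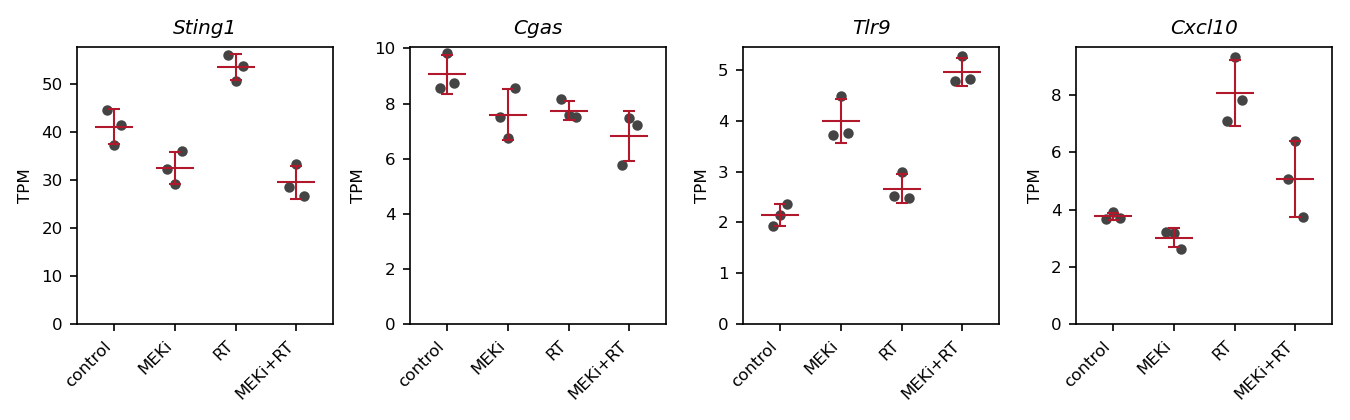
TPM (y axis) of Sting1, Cgas, Tlr9 and Cxcl10 in each of the 3 libraries (grey points) of the control, MEKi, RT and MEKi+RT groups (x axis), with the mean and SD in red. Sting1 and Cxcl10 are highest in the RT group and Tlr9 in the MEKi+RT group.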

To further elucidate the role of the cGAS-STING pathway, cGAS-KO LLC cells were subjected to the same treatment as above, that is, treatment with MEKi alone, RT alone, or MEKi+RT. MEKi+RT failed to effectively induce CXCL10 expression in cGAS-KO cells (**Figure 2J**). Moreover, the expression levels of the downstream molecules in the cGAS-STING pathway, such as pTBK1, phosphorylated or activated form of the protein interferon regulatory factor 3 (pIRF3), and human cytomegalovirus phosphoprotein 65 (pP65), were reduced, whereas that of the DNA damage marker γ-H2AX remained unchanged (**Figure 2K**).

### 3.3 MEKi+RT treatment activated the cGAS-STING signaling pathway

After treatment with MEKi+RT, the cGAS-STING signaling pathway was effectively activated in KRAS-mutant A549, H23, and LLC cells, with a notable increase in the expression of downstream signaling molecules, specifically phosphorylated STING and phosphorylated TBK1 (**Figures 3A–C**). However, pIRF3 expression was not significantly different between the MEKi+RT and RT groups. In contrast, the expression of phosphorylated NF-κB p65 was significantly elevated after MEKi+RT treatment (**Figures 3D–O**). Previous studies have established that NF-κB functions as a transcription factor for the expression of inflammatory cytokines that are activated downstream of the cGAS-STING pathway (18, 19). Thus, the combination of MEKi and RT may effectively activate the downstream NF-κB transcription factor in KRAS-mutant lung cancers.

**Figure 3:**
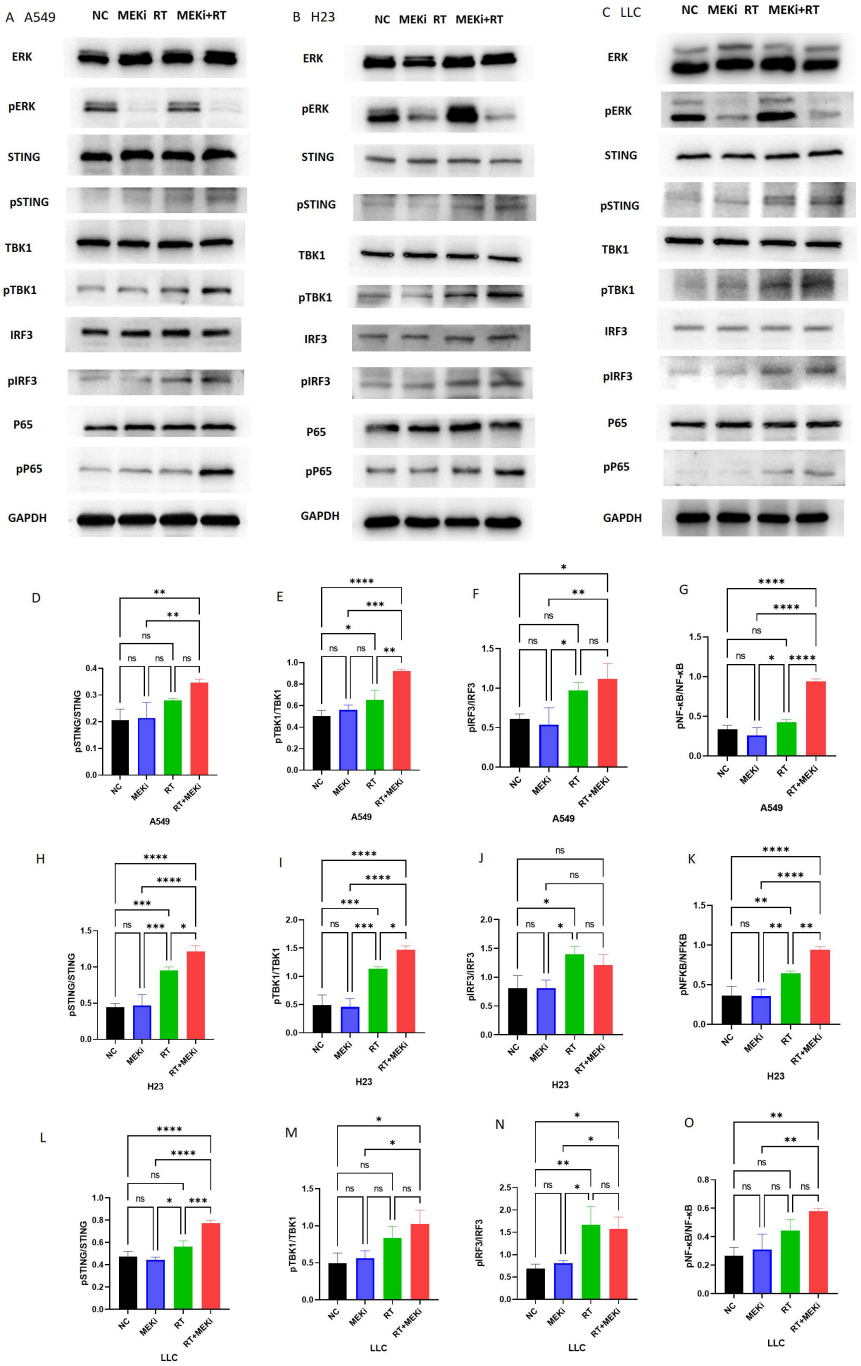
Activation of the cGAS-STING pathway proteins by MEKi+RT. **(A–C)** Western blot analysis of the cGAS-STING pathway activation in A549, H23, and LLC cell lines, respectively. **(D–O)** Statistical analysis of pSTING, pTBK1, pIFR3, and pP65 in A549, H23, and LLC cell lines, respectively. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. cGAS-STING, cyclic GMP–AMP synthase- stimulator of interferon genes; MEKi, MEK inhibitor; pIFR3, phosphorylated interferon regulatory factor 3; pTBK, phosphorylated TANK-binding kinase 1; RT, radiotherapy.

### 3.4 MEKi+RT treatment increased DNA damage and inhibited DNA repair in KRAS-mutated lung cancer

The potential of MEKi to enhance post-radiation DNA damage and its underlying mechanism was explored. Flow cytometry analysis revealed that MEKi+RT significantly increased apoptosis in KRAS-mutant tumors compared to RT alone (**Figure 4A**). Immunofluorescence staining demonstrated a significant increase in the level of DNA damage marker γ-H2AX in the MEKi+RT group (**Figures 4B, C**). Cell cycle analysis revealed that MEKi plus RT combination treatment increased the proportion of the G2/M phase in H23 and A549 cells (**Supplementary Figures S3A, B**).

**Figure 4:**
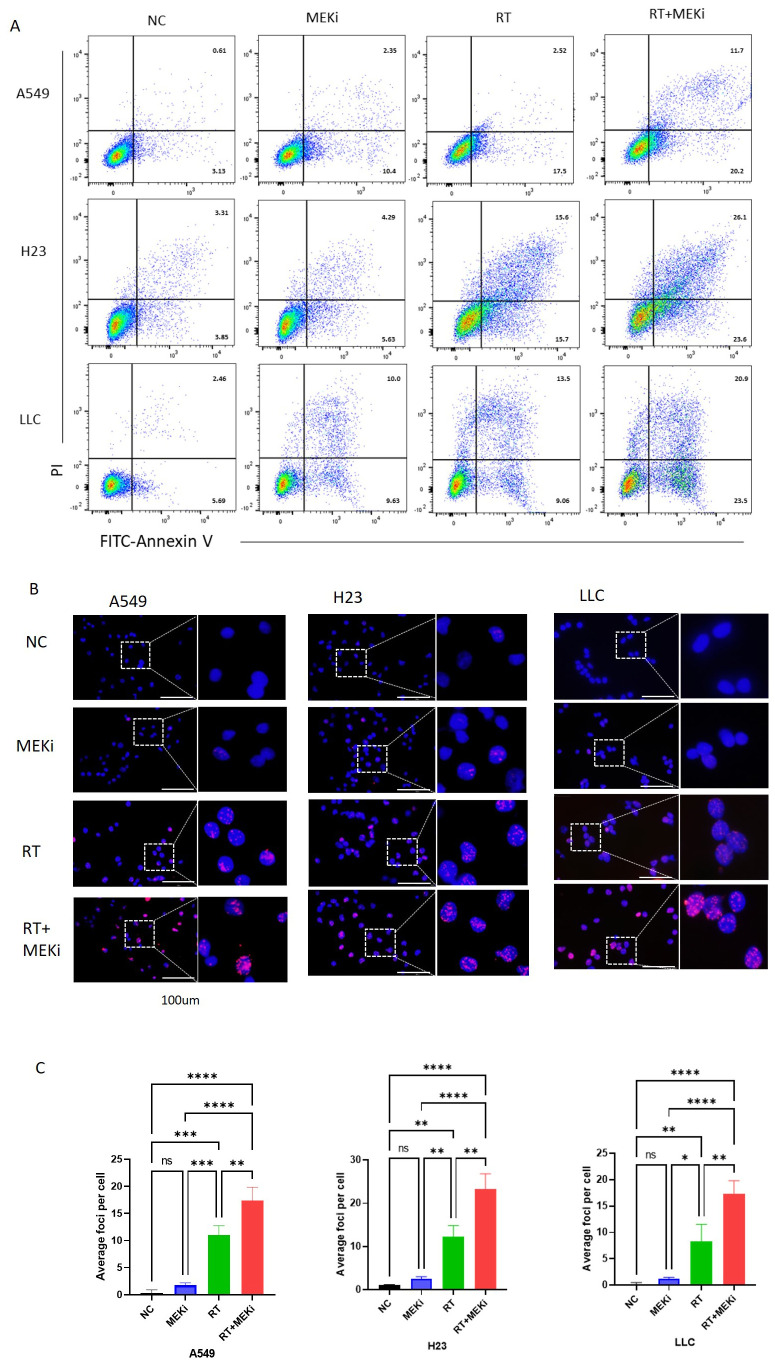
MEKi+RT increased apoptosis and DNA damage in KRAS-mutated lung cancer. **(A)** Flow cytometry analysis of apoptosis in A549, H23, and LLC cells post-treatment. **(B)** Immunofluorescence of γ-H2AX expression in these cells post-treatment. **(C)** Statistical analysis of γ-H2AX foci per cell. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. γ-H2AX, histone protein H2AX; MEKi, MEK inhibitor; RT, radiotherapy.

To elucidate the mechanisms by which MEKi enhances DNA damage, the DNA damage repair pathways in tumors were investigated. Expression of the downstream markers pCHK1 and pCHK2 was significantly elevated after RT. Notably, RT+MEKi suppressed the increase in pCHK2 expression, thereby inhibiting DNA damage repair and augmenting the expression of γ-H2AX (**Figures 5A–C**). A consistent pattern was observed across the three KRAS-mutant lung cancer cell lines. Statistical analysis corroborated that the MEKi+RT effectively reduced RT-induced pCHK2 expression, while exerting no significant effect on pCHK1 (**Figures 5D–I**).

**Figure 5:**
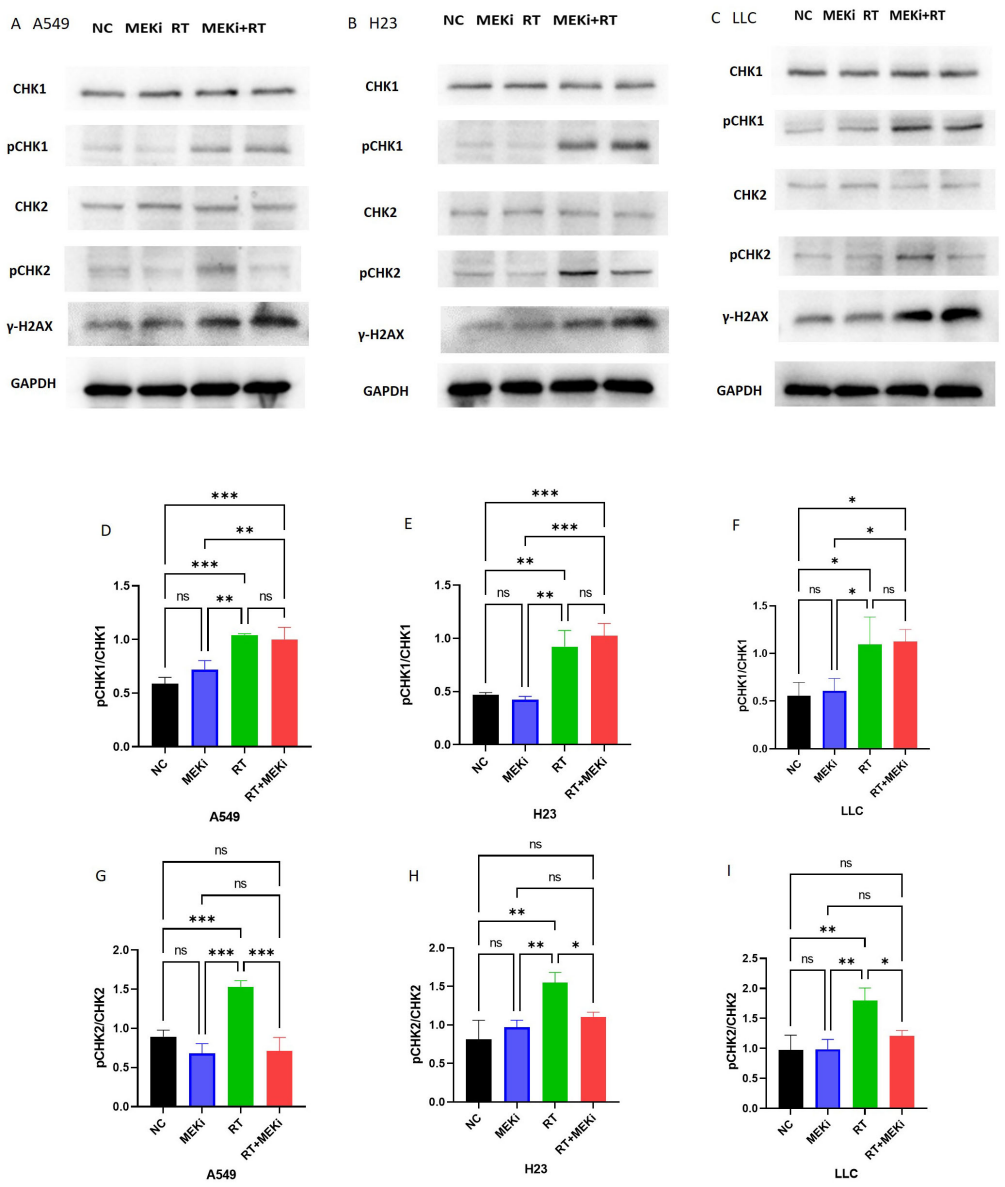
MEKi is dependent on CHK2 to inhibit repair of RT-induced DNA damage. **(A–C)** Western blot analysis of proteins related to DNA damage repair and γ-H2AX in A549, H23, and LLC cell lines, respectively. **(D–I)** Statistical analysis of pCHK1 and pCHK2 in A549, H23, and LLC cell lines, respectively. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. CHK2, checkpoint kinase 2; γ-H2AX, histone protein H2AX; MEKi, MEK inhibitor; RT, radiotherapy.

### 3.5 MEKi+RT improved the function of infiltrated T cells

Previously (13), we demonstrated that the combination of MEKi and RT effectively controlled tumor growth and enhanced T-cell infiltration in KRAS-mutated tumor-bearing mice. Based on these findings, an LLC treatment model was used to investigate the effect of MEKi+RT treatment on the functionality of tumor-infiltrating T cells (**Figure 6A**). Consistent with our earlier study, the treatment resulted in a similar trend of tumor reduction (**Figure 6B**). Flow cytometric analysis indicated a significant increase in the number of tumor-infiltrating CD4+ and CD8+ T cells in the MEKi+RT group (**Figures 6C, D**). Furthermore, the proportions of IFN-γ+ CD4+ T cells, as well as CD107a+, granzyme B+, perforin+, and IFN-γ+ CD8+ T cells—markers indicative of T-cell functionality—were elevated in the MEKi+RT group (**Figures 6E–I**). Additionally, multiplex immunofluorescence staining revealed enhanced infiltration of CD4+ and CD8+ T cells and the upregulation of CXCL10 expression in the MEKi+RT group (**Figure 6J**).

**Figure 6:**
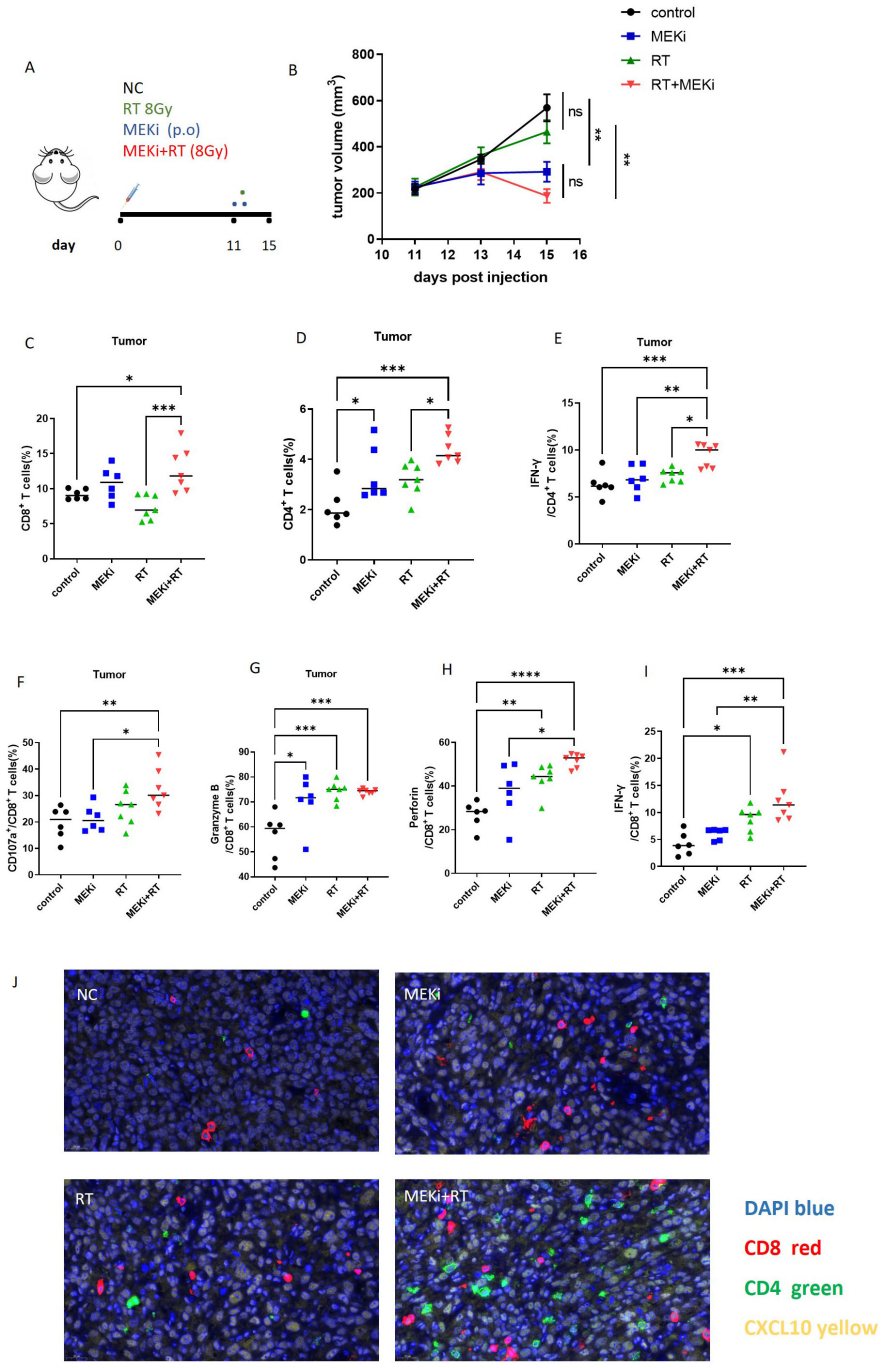
MEKi+RT improved the function of infiltrated T cells. **(A)** Diagram of treatment procedures after LLC cell inoculation in mice. **(B)** Tumor growth curves for four groups. **(C, D)** Flow cytometry analysis of the CD8+ and CD4+ T lymphocyte proportions in infiltrating immune cells. **(E–I)** Flow cytometry analysis of IFN-γ+ CD4+ T lymphocytes and CD107a+, granzyme B, perforin, and IFN-γ+ CD8+ T lymphocytes. **(J)** Immunofluorescence of CD8, CD4 T lymphocytes, and CXCL10 in tumor-infiltrating cells across groups. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. IFN, interferon; MEK inhibitor; RT, radiotherapy.

### 3.6 The therapeutic model using low-dose radiation in mice bearing the LLC

We further investigated whether a reduction in the duration of MEKi treatment in conjunction with low-dose radiation applied to the contralateral side could effectively elicit an immune response. The LLC treatment model was established using the specific radiation and treatment schedule detailed in **Figure 7A**. A decrease in radiation dosage resulted in an increase in tumor volume on the right side in the RT group, whereas both the left and right tumors were effectively controlled in the MEKi+RT group (**Figures 7B, C**). The infiltration of CD4+ and CD8+ T cells into the tumors on the left side was significantly higher in the MEKi+RT group than in the other three groups (**Figures 7D, E**). However, except for CD107a, no significant differences in other T-cell functional indicators were observed among the four groups (**Supplementary Figures 3C–F**). The proportions of CD4+ and CD8+ T cells in spleen samples were elevated in the MEKi+RT group relative to those in the other groups (**Figures 7G, H**). Additionally, the proportions of IFN-γ+ CD4+ T cells, CD107a+, granzyme B+, and IFN-γ+ CD8+ T cells, which serve as indicators of T-cell functionality, were also increased in the MEKi+RT group (**Figures 7I–L**).

**Figure 7:**
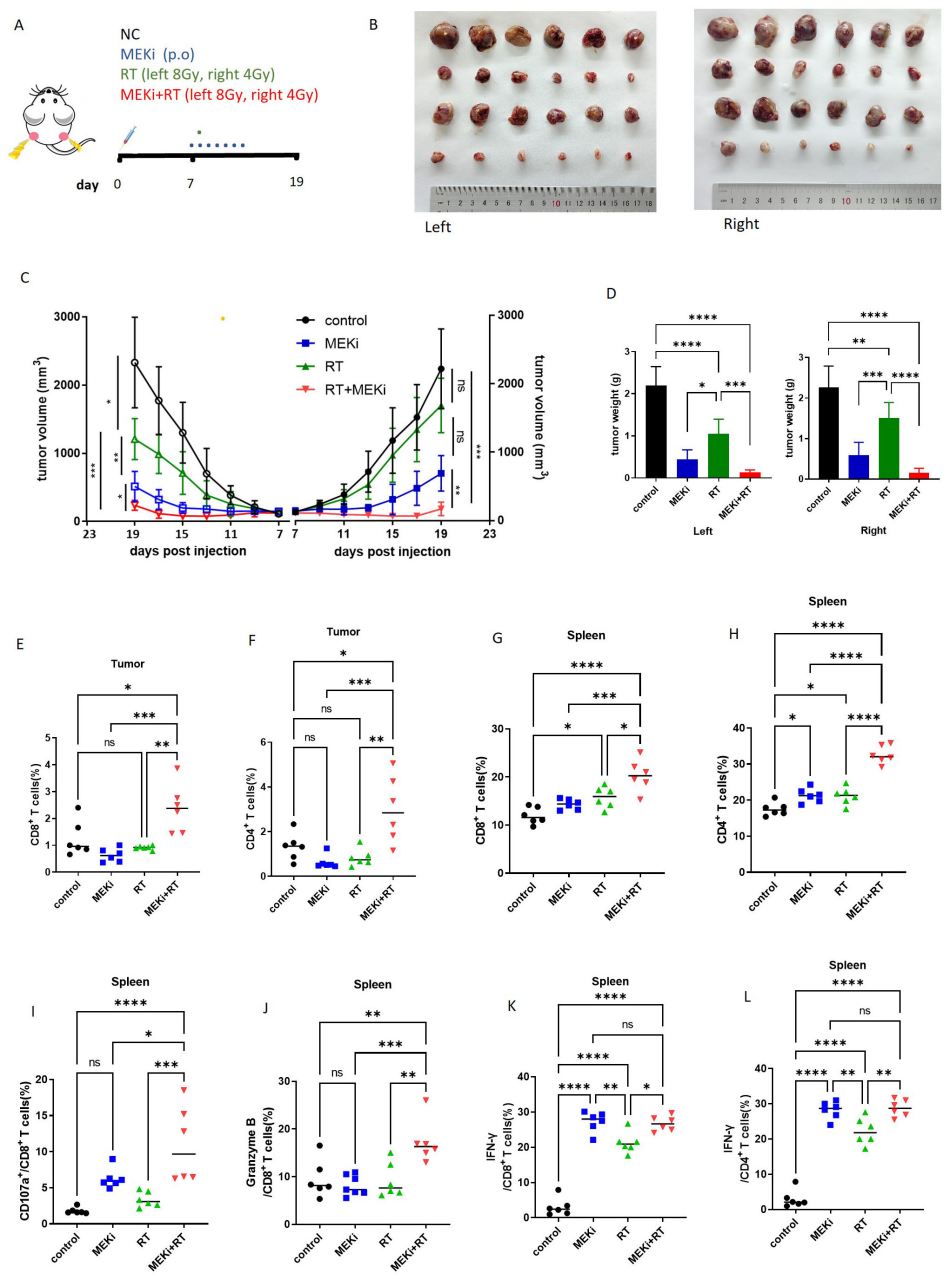
The treatment model with low-dose radiation in the mouse model. **(A)** Diagram of treatment procedures after LLC cell inoculation in mice. **(B)** Mice injected with LLC cells were categorized into control, MEKi, RT, and MEKi+RT groups, with tumor sizes measured on the left and right side. **(C)** Tumor growth curves for four groups. **(D)** Tumor weight comparison post-excision. **(E, F)** Flow cytometry analysis of CD8+ and CD4+ T lymphocyte proportions in infiltrating immune cells of the tumor on the left side. **(G, H)** Flow cytometry analysis of CD8+ and CD4+ T lymphocyte proportions in spleen cells. **(I–L)** Flow cytometry analysis of CD107a+, granzyme B, and IFN-γ+ CD8+ T lymphocytes and IFN-γ+ CD4+ T lymphocytes. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. IFN, interferon; MEK inhibitor; RT, radiotherapy.

## 4 Discussion

KRAS-mutant lung cancer presents a therapeutic challenge for which novel drugs and treatment strategies are being developed (20). Although inhibition of the KRAS-MEK-ERK signaling pathway has been reported to activate the immune system (21–23), its synergistic potential with RT has not been sufficiently investigated. Previously (13), we demonstrated the efficacy of tumor control by the combination of MEKi and RT in KRAS-mutated tumors. In the current study, we found that, in KRAS-mutant NSCLC, MEKi enhanced double-stranded DNA levels by influencing RT-induced DNA damage, thereby activating the cGAS-STING pathway. This activation leads to the production of CXCL10 by tumor cells, which subsequently facilitates T-cell activation and migration toward the tumor, thereby augmenting anti-tumor immunity (**Figure 8**).

**Figure 8:**
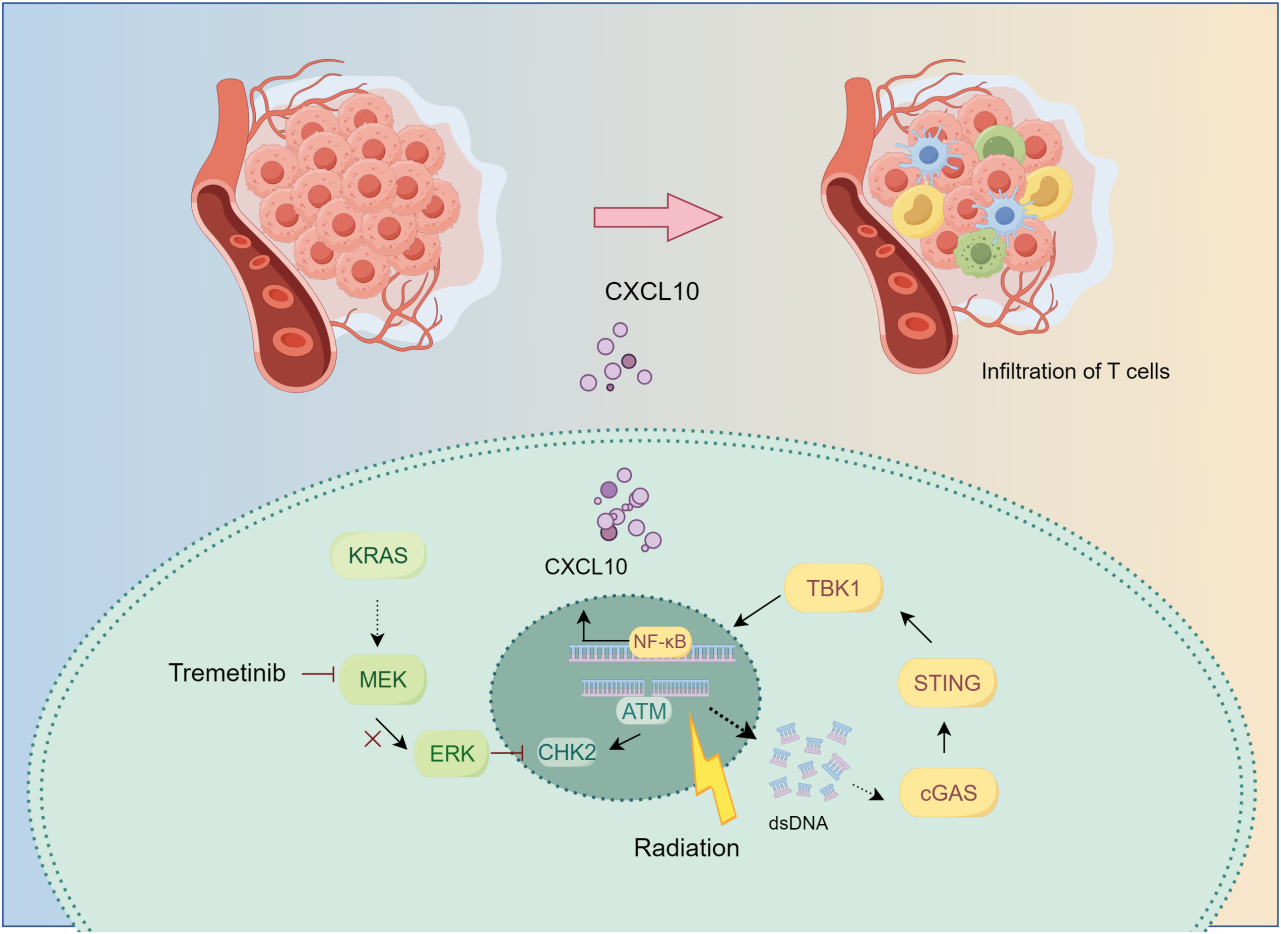
The mechanism underlying MEKi+RT treatment-mediated activation of anti-tumor immunity. In KRAS-mutated lung cancer, the administration of trametinib in combination with RT results in the inhibition of the downstream MEK-ERK signaling pathway, impacts CHK2 phosphorylation, and induces increased DNA damage. Consequently, the generation of additional double-stranded DNA may facilitate the activation of the cGAS-STING pathway. This activation stimulates the transcription factor NF-κB, leading to an upregulation of CXCL10 expression. CXCL10 promotes the infiltration of T cells into the tumor microenvironment, thereby enhancing anti-tumor immunity. CHK2, checkpoint kinase 2; cGAS-STING, cyclic GMP–AMP synthase-stimulator of interferon genes; CXCL, C-X-C motif chemokine ligand; MEK inhibitor; RT, radiotherapy.

Chemokines are integral to the recruitment and maintenance of the functional capacity of T cells (24). Previously (13), we demonstrated that MEKis enhanced immune activation after RT and increased the number of tumor-infiltrating lymphocytes; moreover, several cytokines affecting tumor lymphatic infiltration were detected in MEKi and RT-treated KRAS-mutated cell lines. The expression of three chemokines, CXCL9/10/11, was significantly increased. Tissue sequencing data revealed significant enrichment of the chemokine in the LLC tumor tissues subjected to the MEKi+RT treatment. A total of 188 genes were enriched in this pathway, including CXCL8-CXCR1/2, CXCL12-CXCR4, CCL1- C-C motif chemokine receptor 8, and CXCL9/CXCL10-CXCR3. Subsequent screening revealed significant upregulation of CXCL10 and its receptor CXCR3 in the MEKi+RT group. CXCL10 predominantly targets T cells, and its interaction with the CXCR3 receptor on T-cell surfaces promotes its recruitment to tumor sites, thereby augmenting anti-tumor immunity (25, 26). Previously, we corroborated significantly enhanced CXCL10 expression in LLC cells treated with MEKi+RT. In this study, this phenomenon was further confirmed in two human KRAS-mutant cell lines. In *in-vivo* experiments, we used a blocking antibody against CXCR3 to demonstrate a reduction in the tumor control efficacy of the MEKi+RT combination treatment, which, in turn, was associated with decreased T-cell infiltration. These results indicate that the CXCL10-CXCR3 axis is crucial for mediating the therapeutic effects MEKi+RT combination treatment in managing KRAS-mutant tumors.

DNA damage resulting from RT is recognized as the primary factor initiating post-irradiation immune responses (27, 28). Our study demonstrated that the STING protein inhibitor, C-176, effectively suppressed CXCL10 production in the combined treatment group. Additionally, we observed a significant increase in phosphorylated STING and phosphorylated TBK1 levels in the MEKi+RT group across the three KRAS-mutant lung cancer cell lines. cGAS-KO LLC cells were used to confirm the induction of CXCL10 expression. Taken together, these results suggest that the combination of MEKi and RT enhances CXCL10 production by activating the cGAS-STING signaling pathway.

The cGAS-STING signaling pathway can remodel the RT-induced tumor immune microenvironment (29) and induce type I IFNs to activate immune responses, resulting in the cellular production of proinflammatory cytokines (30). However, our results revealed no enrichment in type I IFN signaling in the MEKi+RT group (data not shown), and no significant elevation in IFN-α and IFN-β levels (13). Further examination of transcription factors downstream of cGAS revealed a marked increase in pNF-κB but not pIRF3 in the combined treatment group. Based on existing literature (18, 19, 31), we hypothesize that CXCL10 expression is directly mediated via the activation of NF-κB downstream of the cGAS-STING pathway.

DNA strand breaks are lethal lesions induced by ionizing radiation that can trigger a series of cellular DNA damage responses, including those that help cells recover from radiation injuries, such as cell cycle arrest and DNA repair (32). MEKi treatment increased the level of DNA damage marker γ-H2AX, increased the proportion of G2/M-phase arrested cells, and promoted apoptosis following RT. Ataxia telangiectasia mutated- and Rad3-related-Chk1 (ATR-CHK1) and ataxia telangiectasia-mutated-CHK2 (ATM-CHK2) are the main DNA damage repair pathways that prevent cell death (32, 33). MEKi can suppress the expression and activation of several DNA damage repair proteins following RT, thereby enhancing radiosensitivity in pancreatic cancer (34). Our results revealed that MEKi effectively inhibited CHK2 phosphorylation after RT. Dai et al. reported an interaction between ERK and CHK2, and the ability of an ERK inhibitor to modulate CHK2 activity in diffuse large B-cell lymphoma (35). Therefore, MEKi may enhance double-strand breaks after RT in a CHK2-dependent manner, which further augments the accumulation of double-strand DNA within tumor cells, thereby effectively activating the cGAS-STING pathway.

The immune function status of tumor-infiltrating T lymphocytes after treatment with MEKi and RT was thoroughly analyzed. Our findings showed increased infiltration of CD4+ and CD8+ T cells, along with a higher expression of CD107a, IFN-γ, perforin, and granzyme B, indicating enhanced T-cell activation and cytotoxic function (36, 37). Nevertheless, the PACIFIC-2 study, yielding negative outcomes for the combination of immunotherapy and RT, indicates the complexity of immune activation after RT (38). Preclinical studies have demonstrated that alongside hypofractionated RT, low-dose RT induces immune activation (39). However, findings from a randomized controlled phase 2 clinical trial indicated that single-target RT, whether combined with low- or high-dose RT, did not outperform immunotherapy alone (40). A clinical trial by Zhou et al. showed that the combination of low-dose RT and hypofractionated RT for multiple lesions exhibited a favorable therapeutic effect when used in conjunction with sintilimab in treatment-naive patients with metastatic NSCLC (41). Therefore, we developed a novel anti-tumor treatment model by administering 8 Gy RT to the left side and 4 Gy low-dose RT to the right side, combined with MEKi treatment for 1 week, followed by a drug holiday. The results demonstrated effective tumor control in the MEKi+RT group, even with 4 Gy RT on the right side, with controlled tumor growth to some extent after cessation of MEKi. The enhanced functionality of splenic T cells observed in the combination group suggests that the administration of MEKi in conjunction with RT has the potential to activate immune responses. Additionally, implementing intermittent drug holidays may represent a viable strategy for managing tumor growth in the context of MEKi and RT combination therapy while simultaneously reducing the toxic side effects associated with MEKi administration in clinical practice. Similarly, Dong et al. (42) demonstrated that the intermittent administration of MEKi can delay the onset of tumor resistance. Our study also contributes to this treatment model by providing insights into KRAS-mutant tumors.

The integration of MEKis with chemotherapy, immune checkpoint inhibitors, epidermal growth factor receptor-tyrosine kinase inhibitors, and B-Raf inhibitors to enhance clinical efficacy in NSCLC has been investigated (43). Our study demonstrated the potential of RT incorporated with MEK inhibition to overcome the limitations of MEKis, which typically induce only a temporary shrinkage of KRAS-mutated lung tumors, thereby delaying the onset of drug resistance. It is a limitation that we did not directly knockdown CHK2 to further confirm the relationship. In the future, further experiments to verify the relationship between the downregulation of phosphorylated CHK2 and activation of the cGAS STING pathway, response experiments (such as overexpression of CHK2 in the context of MEKi + RT), the rescue effects on DNA damage (γ-H2AX), cGAS STING pathway activation, and CXCL10 production will be conducted to establish a more solid causal chain. Recent advancements in RT techniques, such as proton RT, flash technology, and lattice therapy, have significantly expanded the applicability of RT (44, 45). RT can now be safely administered in conditions previously deemed contraindicated. This combined approach can serve as a valuable framework for future translational studies and clinical trials.

## 5 Conclusion

MEKis upregulated CXCL10 expression after RT in KRAS-mutated lung cancer, with CXCL10 serving as a pivotal factor in immune activation. The proposed underlying mechanism involves MEKi-mediated inhibition of DNA damage repair post-RT, which robustly activates the cGAS-STING-TBK1-NF-κB-CXCL10 signaling pathway. This activation enhances tumor infiltration by T cells and improves T-cell functionality. The strategic combination of MEKis with varying doses of RT offers a more comprehensive approach to tumor control, presenting substantial promise for clinical application.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material. The RNA-seq data has been uploaded to the GEO repository. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE297753, and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209767).

# Supplementary material for: Impact of MEK inhibition on T-cell infiltration and function after radiotherapy in KRAS-mutant lung cancer
**Source:** Front Immunol. 2025 Nov 24;16:1663502. doi: 10.3389/fimmu.2025.1663502
**Supplement:** Supplementary file 3

Supplementary Material

## Supplementary Figures

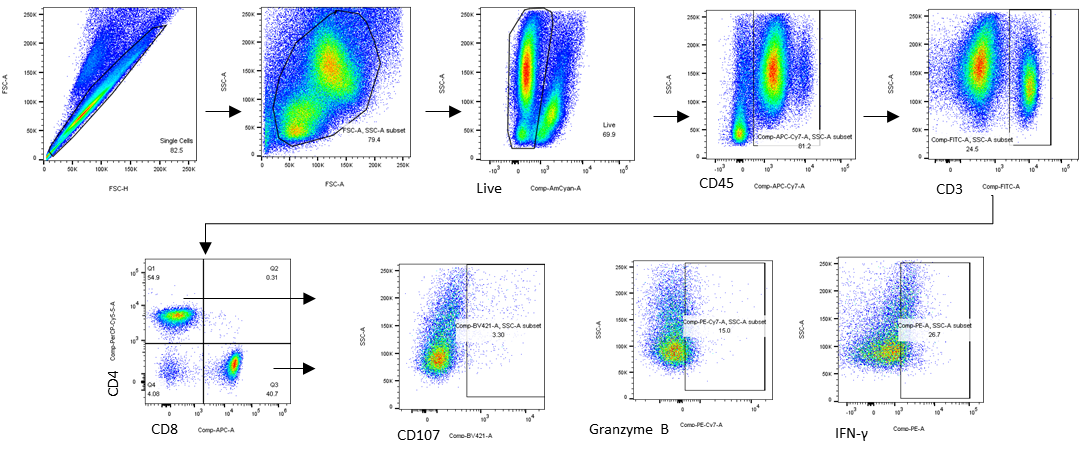

**Supplementary Figure 1.** **Demonstration of the gating strategy for T-cell analysis in spleen tissue**

**
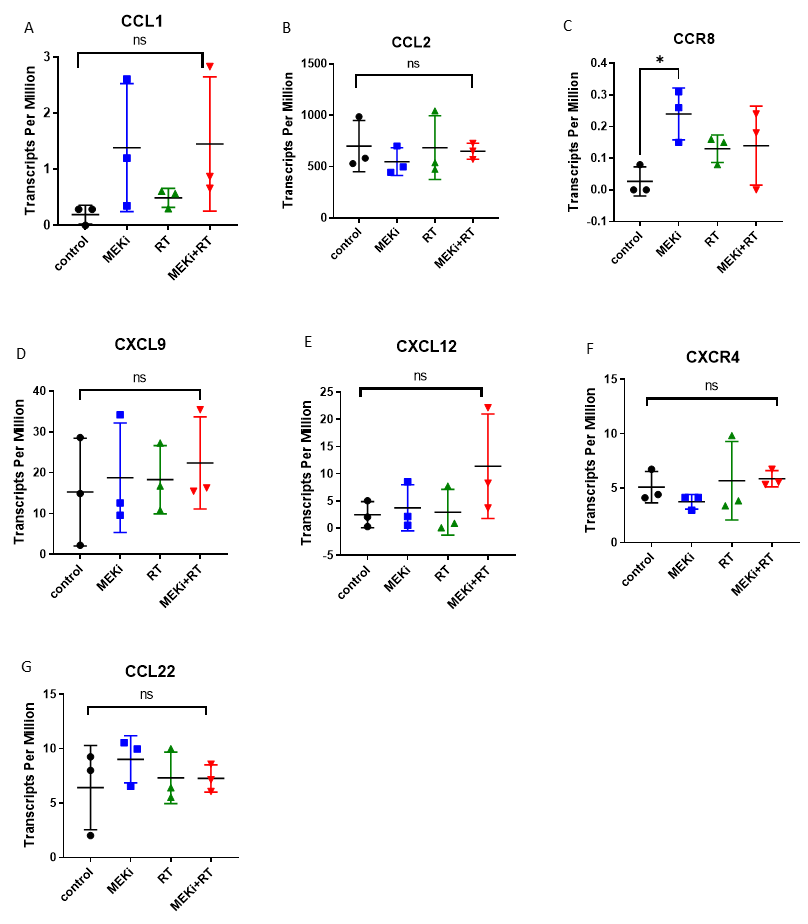
**

**Supplementary Figure 2. Analysis of sequencing data for the expression of chemokines and receptors**

**(**A-G) A comparison of the expression of CCL1, CCL2, CCR8, CXCL9, CXCL12, CXCR4, and CCL22

CCL: C-C motif chemokine ligand; CCR: C-C motif chemokine receptor; CXCL: C-X-C motif chemokine ligand; CXCR: C-X-C motif chemokine receptor

**
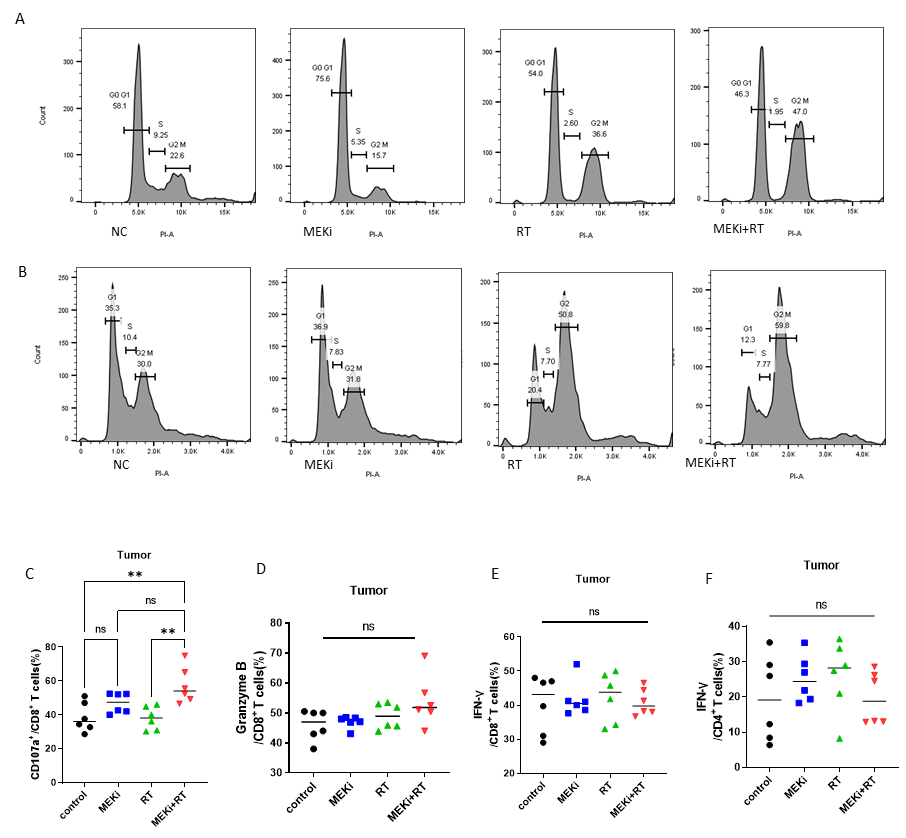
**

**Supplementary Figure 3.**

(A-B) Cell cycle analysis of A549 and H23 cells post-treatment. (C-F) Flow cytometry analysis of CD107a+, granzyme B, and IFN-γ+ CD8+ T lymphocytes and IFN-γ+ CD4+ T lymphocytes in tumor-infiltrating immune cells.

IFN: interferon

How the deposited data were processed for this re-analysis (not part of the article)

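The data are RNA sequencing libraries of LLC cells, 3 for each of the control, MEKi, RT and MEKi+RT groups, taken 24 h after treatment with trametinib at 10 nmol/L, 8 Gy in 1 fraction, or both. The deposited table holds the authors' values for 18171 protein-coding genes with NCBI gene IDs and GRCm39 coordinates. The submitters' processing notes name HISAT and GRCm39, while the program that counted reads and all versions are not given in the sources used here. The authors' estimated counts per gene are not normalized, and between 38.3% and 60.1% of a library's values are whole numbers. The authors' TPM sum to the same total in each library, and the authors' FPKM are scaled by gene length and library size. The deposited table also gives the authors' own comparisons, as log2 fold changes of the group named last over the group named first and as a p-value and q-value for each gene, in columns named for DESeq2. It holds 12 further columns of normalized counts per library, which were not used here.

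The estimated counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr with its default settings, which left 12675, and scaled by TMM. Fold changes were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with all 4 groups in 1 model and no covariate, for MEKi+RT, MEKi and RT against control, for MEKi+RT against RT and against MEKi, and for the interaction of MEKi and RT. Standard errors are the fold change divided by the square root of the F statistic. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05. The libraries hold 17660697 to 20233009 counts, and the common biological coefficient of variation was 5.17%. Replicates differed by more than counting noise, with chi-square values of 2.43 to 7.16 per degree of freedom between pairs of one group. TPM values are given as the mean and SD of 3 libraries.

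The gene lists, written in advance, were ERK pathway output, cGAS-STING pathway components, chemokine ligands, type I interferon-stimulated genes and ligands, NF-kB and p53 target genes, MHC class I antigen presentation, homologous recombination, non-homologous end joining, DNA damage checkpoint, G1/S and DNA replication, G2/M and mitosis, apoptosis regulators, lysosome, cholesterol synthesis, and markers of macrophages, T cells, endothelial cells and fibroblasts. The Toll-like receptor signaling, cytosolic DNA-sensing and chemokine signaling pathways were taken from the KEGG annotation in the deposited table. Lists with at least 5 tested members, 20 in all, were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, two-sided, adjusted over the lists of one comparison. Counts of list members are given over the tested members, which for the fibroblast markers are 8 of 14. With an estimated correlation, 4 of the 7 lists past the threshold in RT against control hold, and none of the 6 in MEKi+RT against control, the 7 in MEKi against control, the 8 in MEKi+RT against RT or the 5 in the interaction. In this setting camera also uses only the few residual degrees of freedom of the libraries, so a lost call need not come from correlation. For NF-kB target genes in RT against control the estimated correlation was 0.00458, below the preset one. Their camera adjusted p still rose from 0.000664 to 0.0259.

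Enrichment followed Figure 2A and 2D, whose ranking by signal-to-noise is given in the figure. It was computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 on TPM with weight 1, an SD floor of 0.2 of the mean and 10000 random gene sets, over genes with a value above 0 in any of the 6 libraries compared. The unit, filter and permutation type of the authors' run are not given in the sources used here. Apart from Irf7, which was singled out after its values were seen, the genes named in the text were chosen by a rule fixed in advance: every gene the paper names, the 8 largest rises and 8 largest falls in MEKi+RT against control and the 4 and 4 in the MEKi, RT and interaction comparisons among called genes with a mean log2 CPM of at least 3 and, for the group comparisons, no overlap of the libraries, leaving out unnamed gene models, and up to 3 rises and 3 falls per list with a mean log2 CPM of at least 1.

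The gene test was tested on simulated data made from each gene's mean over the libraries of all 4 groups. In the simulated MEKi+RT libraries 50 genes were changed at each fold, and the results are for MEKi+RT against control. Far fewer genes changed there than were called in the real comparison, so the shares called may differ in the real data. Over 12533 genes it called 42% of genes changed 1.2-fold, 72% at 1.5-fold, 86% at 2-fold and all at 4-fold. The list test called the list of 24 members that had been raised and 0 of 19 unchanged lists. In the enrichment, 4.5% of 200 unchanged sets had a p under 0.05 over 17463 genes. The simulated genes were drawn independently, so these results do not cover lists whose genes correlate. In the real libraries the estimated correlation was 0.68 for ERK pathway output and 0.09 for type I interferon-stimulated genes. The alternatives set in advance were other scaling (edgeR's relative log expression factors, upper-quartile factors, library size alone), other count filters and the replicate number as a block. They also included the 2 groups alone, DESeq2 1.42.0, a log2 fold change of at least 1 and leaving out each library. Other list tests and members were set in advance too, as were other units, filters, rankings and permutations for the enrichment. Alternatives by the share of fractional counts per library, as a covariate and by leaving out the 5 libraries with more of them, were added after seeing the data. Figures were drawn with matplotlib 3.10.9 and tests used scipy 1.17.1. Genes of multigene families such as the Ifi200, Ifit and H2 genes can share reads, and their values are uncertain to that extent.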

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

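The tests of the lists in the interaction, of the share of fractional counts, of equal numbers in the splits, of macrophage RNA, of random lists and of scaling were chosen only after the result was seen.

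The effect of MEKi differed with and without RT for some genes. By edgeR's interaction test 31 genes were higher and 59 lower in MEKi+RT than the sum of the single effects on the log2 scale. Among the lower were Amot, a scaffold protein of the Hippo pathway, at a log2 difference of -1.44 (SE 0.15, adjusted p = 0.000931), and Mki67, a proliferation marker, at -0.34 (SE 0.05, adjusted p = 0.0155), and among the higher Daam2, a formin, at 0.85 (SE 0.12, adjusted p = 0.00923). The call of Mki67 was lost without RT replicate 3 (adjusted p = 0.0502), and all 3 were lost without the 5 libraries with more fractional counts, which leaves 1 RT library, at -1.54, -0.29 and 0.86 (adjusted p = 0.0982, 0.721 and 0.640). With the grouping of these libraries as a covariate all 3 passed (adjusted p = 0.000817, 0.0104 and 0.0104). Etv5 was at -3.20 (SE 0.69, adjusted p = 0.0493), a call lost without any 1 library other than MEKi replicate 2 and MEKi+RT replicate 2 (adjusted p = 0.0842 to 0.148), among them MEKi replicate 3 (log2 difference -2.40), and at -4.70 without MEKi+RT replicate 2 (adjusted p = 0.00965).

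All 5 lists past the interaction test lay lower. They were ERK pathway output (0 genes higher and 2 lower, 1 and 13 when adjusted over the list alone, camera adjusted p = 8.36e-07), cholesterol synthesis (0 and 1, 0 and 11 over the list alone, adjusted p = 3.55e-08), G2/M and mitosis (0 and 4, 0 and 10 over the list alone, adjusted p = 1.15e-06), G1/S and DNA replication (0 and 1, 0 and 3 over the list alone, adjusted p = 0.000230) and type I interferon-stimulated genes (0 and 1 both ways, adjusted p = 0.00240, lost without MEKi replicate 2, at 0.120). None held with an estimated correlation, with adjusted p between 0.259 and 0.459. The libraries with MEKi were uneven in ERK readouts: Dusp6 stood at 20.2 TPM in MEKi+RT replicate 2, close to the 19.0 of MEKi replicate 2, against 4.90 and 2.07 in the other MEKi+RT libraries and 38.1 and 56.6 in the other MEKi libraries. Etv5 stood at 1.41 TPM in MEKi+RT replicate 2 and 1.57 in MEKi replicate 2. In these 2 genes both libraries lay against the direction of the interaction, so leaving either out does not test whether uneven libraries produce it. Leaving out each of the 12 libraries in turn, the camera adjusted p of ERK pathway output was 1.20e-11 to 9.95e-05. The lowest came without MEKi+RT replicate 2.

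Leaving out any 1 of the 12 libraries moved both interaction counts by over 1.5 times, up to 47 and 113 genes without MEKi replicate 2 and 126 and 262 without MEKi+RT replicate 2, and down to between 3 and 10 higher and between 5 and 21 lower genes without any of the others. Without the 5 libraries with more fractional counts, which leaves 1 RT library, edgeR called 0 genes, with 785 of 13073 at an unadjusted p under 0.05, and DESeq2 called 4, while with their grouping as a covariate edgeR called 34 higher and 55 lower. Among 100 splits of the 12 libraries into 4 groups of 3, the real one included, 6 gave at least the 90 genes of the real split, with 5635 as the highest other, several times the real count, which points to a structure of the samples. All 5 others of these had unequal numbers of MEKi or RT libraries on the sides of the contrast, which carries a main effect into it, and the 15 other splits with equal numbers each gave 0, but with treated and untreated libraries mixed in a group, so the splits do not decide on chance. A biological interaction of MEKi and RT stays open.

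The paper states, with data not shown, that type I interferon signaling was not enriched, and does not name its gene set. It also cites earlier work for IFN-α and IFN-β, which were not significantly higher. In MEKi+RT against control, the list of type I interferon-stimulated genes written for this re-analysis rose, and it need not match the paper's set. Of 37 tested, 31 were higher and 2 lower (32 and 2 when adjusted over the list alone, camera adjusted p = 1.08e-07, and adjusted p = 0.117 with an estimated correlation), with a median log2 fold change of 1.17, and examples are Stat2, a transcription factor of interferon signaling, at 1.98 (SE 0.10) and Ifi27 at 1.88 (SE 0.10), while fibroblast markers had 8 of 8 higher (8 and 0 when adjusted over the list alone, camera adjusted p = 0.000107, and adjusted p = 0.202 with an estimated correlation), with a median of 1.81. Macrophage RNA is argued against by abundant macrophage transcripts, 5 of them in the table, whose summed level was higher by 0.29 TPM, from 2.50 to 2.79, and by all 13 macrophage markers in the table, whose sum was higher by 4.49 TPM, with Lyz2, a lysozyme, at a log2 fold change of 1.45 (SE 0.17) and at 3.19 ± 0.103 TPM in control and 9.59 ± 1.61 in MEKi+RT, while the interferon list rose from 373 ± 10.7 to 845 ± 28.1 TPM (SD, n = 3). A general rise of low-expressed genes is argued against by the list's median, which lies at percentile 100 of 10000 random lists matched on mean expression. With library size alone the list's median lay 1.16 above that of all genes. A scaling factor moves all genes of a library alike, so this difference hardly depends on it and is not a separate test of scaling. The response of the cells to MEKi and RT, including an interferon response, stays open as a hypothesis, and it may also differ between cultures, which was not tested.

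More genes had at least 1 count in MEKi+RT libraries, on average 15672.3 ± 83.5 (SD, n = 3), than in control libraries, at 15004 ± 162. Depth is argued against by the difference of 675.3 genes that is left after every library is thinned to 17660690 counts, with an SD of 132 between control libraries. The share of fractional counts is argued against by the libraries with fewer of them, where the lowest MEKi+RT library exceeds the highest control library by 594 genes. Background reads such as genomic DNA stay open, since 158 olfactory, vomeronasal and keratin-associated protein genes were 2.02-fold higher in summed CPM (SE 0.11), at least as much as the 1.61-fold of 6530 other low-expressed genes. Broader transcription after the treatments, a biological explanation, also stays open and was not tested.

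Other groups of genes that the paper does not report stood apart from control. MHC class I antigen presentation had 18 of 23 genes higher in MEKi+RT and 0 lower (18 and 0 when adjusted over the list alone, camera adjusted p = 4.32e-05, and adjusted p = 0.117 with an estimated correlation), among them Tapbp, a peptide-loading factor, at 1.48 (SE 0.05). Lysosome genes had 26 of 35 higher and 5 lower (26 and 5 when adjusted over the list alone, camera adjusted p = 0.000107, and adjusted p = 0.310 with an estimated correlation), among them Neu1, a sialidase, at 1.27 (SE 0.08). Cholesterol synthesis had 20 of 24 higher and 2 lower (20 and 2 when adjusted over the list alone, camera adjusted p = 0.000413, and adjusted p = 0.310 with an estimated correlation), among them Hmgcs1, an early enzyme of the pathway, at 0.92 (SE 0.05). Fibroblast markers had 8 of 8 tested genes higher (8 when adjusted over the list alone, camera adjusted p = 0.000107, and adjusted p = 0.202 with an estimated correlation). Among them was Dpt, a matrix protein, at 2.97 (SE 0.17). In RT against control, NF-kB target genes had 9 of 33 higher and 1 lower (13 and 2 when adjusted over the list alone, camera adjusted p = 0.000664, and adjusted p = 0.0259 with an estimated correlation), among them Mmp9, a matrix protease, at 1.47 (SE 0.28), which stood at 1.15 without the 5 libraries with more fractional counts, with 1 RT library left (adjusted p = 0.0847), and at 1.58 with their grouping as a covariate (adjusted p = 0.00174).

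For the comparisons of 3 against 3 libraries, 10 splits are too few for a share under 0.05, with 1 of 10 as large in each. Every other split mixed libraries of both groups, which puts the treatment difference into the spread within a group. Low counts in those splits therefore do not decide on chance. The real split gave 8736 genes in MEKi+RT against control and the highest other 0. These values were 7645 and 0 in MEKi against control, 2642 and 1 in RT against control, 8108 and 0 in MEKi+RT against RT, and 3405 and 3 in MEKi+RT against MEKi.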

How the results depend on the processing

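The settings by the share of fractional counts per library, and the interaction tests of the lists, were chosen only after the result was seen.

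Of 103 values of named genes, 78 kept their direction and their side of the threshold in every setting, and none reversed. Over all settings, 1590 of these values were on the same side, 97 lost the call and 5 gained it. For the lists, 901 values were on the same side, 29 gained the call, 41 lost it and 6 changed direction without passing the threshold. The cause was not tested for any of the values below, apart from settings that by themselves leave fewer libraries or genes. With a log2 fold change of at least 1, higher and lower genes numbered 1205 and 392 in MEKi+RT against control, 759 and 282 in MEKi against control, 214 and 2 in RT against control, 740 and 377 in MEKi+RT against RT, 195 and 18 in MEKi+RT against MEKi and 0 and 7 in the interaction. With library size only, the lower genes in RT against control were 864. Without the 5 libraries with more fractional counts, which leaves 1 RT library, RT against control gave 68 and 14, MEKi+RT against MEKi 555 and 514, the interaction 0 and 0, and MEKi+RT against RT 2622 higher, while with their grouping as a covariate every count stayed within 1.5 times. The interaction gave 59 and 124 over genes with any count and 69 and 131 with DESeq2. Leaving out 1 library at a time, the counts were 860 to 1147 higher and 701 to 1086 lower in RT against control, 1116 to 1704 and 1097 to 1826 in MEKi+RT against MEKi (both lowest without MEKi+RT replicate 3, with 1140 higher without MEKi replicate 3), and 3 to 126 and 5 to 262 in the interaction. With the correlation estimated, the adjusted p of these lists rose above 0.05: ERK pathway output 0.440, type I interferon-stimulated genes 0.117, MHC class I antigen presentation 0.117, lysosome 0.310, cholesterol synthesis 0.310, fibroblast markers 0.202 in MEKi+RT against control, ERK pathway output 0.542, type I interferon-stimulated genes 0.177, MHC class I antigen presentation 0.177, G1/S and DNA replication 0.542, lysosome 0.391, cholesterol synthesis 0.177, fibroblast markers 0.177 in MEKi against control, G1/S and DNA replication 0.315, lysosome 0.148, fibroblast markers 0.185 in RT against control, ERK pathway output 0.448, type I interferon-stimulated genes 0.322, MHC class I antigen presentation 0.229, G1/S and DNA replication 0.448, G2/M and mitosis 0.660, lysosome 0.488, cholesterol synthesis 0.229, fibroblast markers 0.229 in MEKi+RT against RT, ERK pathway output 0.352, type I interferon-stimulated genes 0.276, G1/S and DNA replication 0.459, G2/M and mitosis 0.276, cholesterol synthesis 0.259 in the interaction. With fry, which tests a list's own genes and does not compare them with others, these lists passed, with the adjusted p given: cGAS-STING pathway components 0.0499, chemokine ligands 1.06e-05, NF-kB target genes 0.00105, p53 target genes 5.61e-05, DNA damage checkpoint 0.000384, G1/S and DNA replication 0.00313, G2/M and mitosis 0.00482, apoptosis regulators 0.000188, endothelial markers 0.000242, cytosolic DNA-sensing 0.000292, chemokine signaling 3.51e-06 in MEKi+RT against control, cytosolic DNA-sensing 8.82e-05 in MEKi against control, Toll-like receptor signaling 0.0228, cytosolic DNA-sensing 0.00353 in RT against control, cytosolic DNA-sensing 1.70e-05 in MEKi+RT against RT. Also with fry, these did not: ERK pathway output 0.123, type I interferon-stimulated genes 0.0818, G1/S and DNA replication 0.174 in the interaction. Over genes with any count, these passed camera: chemokine ligands 0.0310, DNA damage checkpoint 0.0318, G1/S and DNA replication 0.00543, G2/M and mitosis 0.0318 in MEKi+RT against control and cytosolic DNA-sensing 0.0397 in MEKi+RT against RT. With members of mean log2 CPM of at least 1, G1/S and DNA replication passed in MEKi+RT against control (0.0480) and cytosolic DNA-sensing in MEKi+RT against RT (0.0374). Homologous recombination turned up without passing in MEKi+RT against control with upper-quartile factors (0.958) and library size only (0.941). Toll-like receptor signaling turned down without passing with members of mean log2 CPM of at least 1 (0.852), without the 5 libraries (0.993) and with the 2 groups alone (0.964). Leaving out 1 library at a time, the adjusted p was 0.790 to 0.973 for Toll-like receptor signaling in MEKi+RT against control (turned down without MEKi+RT replicate 1, 0.973), 0.0102 to 0.0840 for G1/S and DNA replication (passing without control replicate 1, 0.0407, control replicate 3, 0.0445, and MEKi+RT replicate 2, 0.0102), 0.0355 to 0.0918 for cytosolic DNA-sensing in MEKi+RT against RT (passing without MEKi+RT replicate 1, 0.0416, RT replicate 1, 0.0355, and RT replicate 3, 0.0499) and 0.000362 to 0.120 for type I interferon-stimulated genes in the interaction (lost without MEKi replicate 2, 0.120). G2/M and mitosis in MEKi+RT against RT lost its call with upper-quartile factors (0.194), library size only (0.187), at least 10 counts in every library (0.0840), the grouping by fractional counts as a covariate (0.0514) and without the 5 libraries (0.0971), and leaving out 1 library at a time it was at 0.0343 to 0.0619 (lost without RT replicate 2, 0.0543, MEKi+RT replicate 1, 0.0619, and MEKi+RT replicate 3, 0.0512). The NES of cytosolic DNA-sensing in MEKi+RT against control turned to -0.95 with TMM-normalized CPM, -0.87 over genes with a mean TPM of at least 1 and -1.13 with the edgeR ranking, which gave -0.71 for Toll-like receptor signaling and -1.50 for cytosolic DNA-sensing in MEKi+RT against RT. No pairing of the libraries by replicate number was seen. Across genes, deviations from the group means correlated between same-numbered libraries with r of -0.16 to 0.25 (median -0.05), and 4 of 12 libraries correlated best with their own number. The correlations also followed the grouping by fractional counts, with a median r of 0.06 within it and -0.10 across it. A pairing could be hidden by this, so the check does not exclude one. With the replicate block the interaction gave 18 and 37, cytosolic DNA-sensing in MEKi+RT against RT an adjusted p of 0.0443, and the block ranking NES values of -1.13 for cytosolic DNA-sensing in MEKi+RT against control and -0.70 and -1.56 for Toll-like receptor signaling and cytosolic DNA-sensing in MEKi+RT against RT. In the simulated data, where few genes changed, those changed 1.2-fold were called in 42% of cases.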

Differences from the paper's values

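The enrichment test of type I interferon-stimulated genes was chosen only after the result was seen.

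For Toll-like receptor signaling in MEKi+RT against control, the paper's NES is about 1.4 and its p about 0.02 in Fig. 2A, read by eye, against 1.00 and 0.500 here. All alternatives set before the data were examined differed from the paper's p by more than 1.5-fold. They also differed from its NES by more than 0.04, the SD over fits without 1 library. This limit leaves out the error of reading the figure by eye. Their NES ran from 0.84 to 1.30. The highest came from permuting the library labels, with a permutation p of 0.10, where the smallest p possible is 0.05.

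For cytosolic DNA-sensing in MEKi+RT against control, the paper's NES is about 1.4 and its p about 0.03 in Fig. 2D, read by eye, against 0.80 and 0.799 here. The same alternatives all differed here too by the same rule, with an SD of 0.05 and the NES from -1.13 to 1.27. Permuting the library labels again gave the highest, with a permutation p of 0.10.

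The paper's PCR shows CXCL10 highest in the MEKi+RT group of LLC cells (Fig. 2G). That PCR is relative to GAPDH, and the methods state no harvest time for it. The paper also gives CXCL10 mRNA over the 4 treatment groups in LLC lines with and without cGAS (Fig. 2J). For raised CXCL10 in LLC cells with MEKi+RT it cites its earlier work as well. In these libraries, taken at 24 h, Cxcl10 was highest in RT, at 8.10 ± 1.16 TPM (SD, n = 3) against 5.07 ± 1.32 in MEKi+RT. MEKi+RT lay above MEKi as in the paper, a call lost with DESeq2 and without some single libraries. The paper reports STING expression as raised in the MEKi+RT group (Fig. 1D), and does not say whether the panel shows cells or tissues. In the cells here, Sting1 was lower in MEKi+RT, at 29.5 ± 3.42 TPM (SD, n = 3), than in control, at 41.1 ± 3.66, and MEKi alone, at 32.5 ± 3.37, was not separated from MEKi+RT by edgeR (adjusted p = 0.248). The paper states that type I interferon signaling was not enriched with MEKi+RT, without naming the samples or the gene set. It also cites earlier work in which IFN-α and IFN-β were not significantly higher. Here the interferon-stimulated genes had an NES of 2.15 in MEKi+RT against control, and of 1.74 against gene sets matched on mean expression, and by camera the list passed with the preset correlation (adjusted p = 1.08e-07) but not with an estimated one (adjusted p = 0.117 with an estimated correlation). The 9 interferon ligand genes in the table summed to 7 to 14 counts per MEKi+RT library and 0 to 6 per control library. Ifnb1, which encodes IFN-β, is not among these 9 genes.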

Other observations

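The enrichment of chemokine signaling and of type I interferon-stimulated genes, and the look at ranks by expression, were chosen only after the result was seen.

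RT alone raised immune genes in LLC cells. Of the interferon-stimulated genes 21 of 37 were higher and 0 lower (22 and 0 when adjusted over the list alone, camera adjusted p = 2.12e-11, and adjusted p = 0.0259 with an estimated correlation), among them Ifit1, an RNA-binding antiviral protein, at 1.85 (SE 0.20) and Isg15, a ubiquitin-like modifier, at 1.33 (SE 0.17). Of the chemokine ligands 6 of 13 were higher and 0 lower (9 and 0 when adjusted over the list alone, camera adjusted p = 6.96e-05, and adjusted p = 0.0259 with an estimated correlation), with Ccl7 at 1.31 (SE 0.17). Of the MHC class I genes 13 of 23 were higher and 0 lower (13 and 0 when adjusted over the list alone, camera adjusted p = 5.21e-06, and adjusted p = 0.0259 with an estimated correlation), with Nlrc5, their transcriptional activator, at 0.62 (SE 0.12), and of the G1/S and DNA replication genes 15 of 37 were higher and 0 lower (18 and 1 when adjusted over the list alone, camera adjusted p = 1.06e-05, and adjusted p = 0.315 with an estimated correlation), with Mcm3, a subunit of the replicative helicase, at 0.33 (SE 0.04). Lysosome genes and fibroblast markers were higher as well: of the former 20 of 35 were higher and 1 lower (23 and 1 when adjusted over the list alone, camera adjusted p = 8.89e-07, and adjusted p = 0.148 with an estimated correlation), and of the latter 5 of 8 were higher and 0 lower (5 and 0 when adjusted over the list alone, camera adjusted p = 0.00261, and adjusted p = 0.185 with an estimated correlation). The pathways of Figure 2 did not pass camera: of Toll-like receptor signaling 12 of 67 were higher and 6 lower (15 and 6 when adjusted over the list alone, camera adjusted p = 0.346), and of cytosolic DNA-sensing 10 of 40 were higher and 5 lower (11 and 6 when adjusted over the list alone, camera adjusted p = 0.349). Without the 5 libraries with more fractional counts, with 1 RT library left, Nlrc5 stood at 0.36 and Mcm3 at 0.35 (adjusted p = 0.343 and 0.0707), and with their grouping as a covariate both passed (adjusted p = 0.00440 and 0.000229).

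MEKi alone lowered ERK pathway output, where 0 of 18 were higher and 16 lower (0 and 16 when adjusted over the list alone, camera adjusted p = 9.62e-05, and adjusted p = 0.542 with an estimated correlation), with Etv5 at -3.05 (SE 0.32), and at -3.85 without MEKi replicate 3. It raised cholesterol synthesis, where 23 of 24 were higher and 0 lower (23 and 0 when adjusted over the list alone, camera adjusted p = 2.46e-09, and adjusted p = 0.177 with an estimated correlation), with Hmgcs1 at 1.21 (SE 0.05), and interferon-stimulated genes, where 25 of 37 were higher and 1 lower (27 and 1 when adjusted over the list alone, camera adjusted p = 5.26e-06, and adjusted p = 0.177 with an estimated correlation), with Stat2 at 1.56 (SE 0.10). Of the fibroblast markers 8 of 8 were higher and 0 lower (8 and 0 when adjusted over the list alone, camera adjusted p = 0.000216, and adjusted p = 0.177 with an estimated correlation), with a median log2 fold change of 1.14, of the lysosome genes 25 of 35 were higher and 6 lower (25 and 6 when adjusted over the list alone, camera adjusted p = 0.000834, and adjusted p = 0.391 with an estimated correlation), and of the MHC class I genes 14 of 23 were higher and 1 lower (14 and 1 when adjusted over the list alone, camera adjusted p = 0.00156, and adjusted p = 0.177 with an estimated correlation). G1/S and DNA replication genes fell, where 2 of 37 were higher and 25 lower (2 and 25 when adjusted over the list alone, camera adjusted p = 0.000216, and adjusted p = 0.542 with an estimated correlation), with Ccne1, which encodes cyclin E1, at -0.50 (SE 0.07). Of Toll-like receptor signaling 21 of 67 were higher and 17 lower (21 and 17 when adjusted over the list alone, camera adjusted p = 0.689), and of cytosolic DNA-sensing 10 of 40 were higher and 21 lower (10 and 22 when adjusted over the list alone, camera adjusted p = 0.122).

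In MEKi+RT against RT, 8 lists passed camera, 5 of them higher and 3 lower, and none held with an estimated correlation. Of ERK pathway output 0 of 18 were higher and 18 lower (0 and 18 when adjusted over the list alone, camera adjusted p = 1.01e-06, and adjusted p = 0.448 with an estimated correlation), and of the G1/S and DNA replication genes, which were higher in RT against control, 2 of 37 were higher and 31 lower (2 and 31 when adjusted over the list alone, camera adjusted p = 2.41e-06, and adjusted p = 0.448 with an estimated correlation). For the G2/M and mitosis genes 5 of 35 were higher and 20 lower (5 and 20 when adjusted over the list alone, camera adjusted p = 0.0460, and adjusted p = 0.660 with an estimated correlation), a call lost without RT replicate 2, MEKi+RT replicate 1 or MEKi+RT replicate 3 (adjusted p = 0.0543, 0.0619 and 0.0512), without the 5 libraries with more fractional counts, with 1 RT library left, and with their grouping as a covariate (adjusted p = 0.0971 and 0.0514). Interferon-stimulated genes and fibroblast markers were higher: of the former 24 of 37 were higher and 2 lower (24 and 2 when adjusted over the list alone, camera adjusted p = 0.000631, and adjusted p = 0.322 with an estimated correlation), and of the latter 8 of 8 were higher and 0 lower (8 and 0 when adjusted over the list alone, camera adjusted p = 0.000198, and adjusted p = 0.229 with an estimated correlation). So were cholesterol synthesis, where 21 of 24 were higher and 1 lower (21 and 1 when adjusted over the list alone, camera adjusted p = 9.77e-06, and adjusted p = 0.229 with an estimated correlation), lysosome genes, where 22 of 35 were higher and 7 lower (22 and 7 when adjusted over the list alone, camera adjusted p = 0.00494, and adjusted p = 0.488 with an estimated correlation), and MHC class I genes, where 16 of 23 were higher and 1 lower (16 and 1 when adjusted over the list alone, camera adjusted p = 0.00189, and adjusted p = 0.229 with an estimated correlation). The pathways of Figure 2 did not pass: of Toll-like receptor signaling 21 of 67 were higher and 22 lower (21 and 22 when adjusted over the list alone, camera adjusted p = 0.835), and of cytosolic DNA-sensing 9 of 40 were higher and 21 lower (9 and 21 when adjusted over the list alone, camera adjusted p = 0.0563). The last passed without MEKi+RT replicate 1, RT replicate 1 or RT replicate 3 (adjusted p = 0.0416, 0.0355 and 0.0499). Of its 17 RNA polymerase subunits 12 were lower and 1 higher than in RT, and of its other 23 members 9 were lower and 8 higher.

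In MEKi+RT against control, further lists did not pass camera. Of the p53 target genes 13 of 35 were higher and 10 lower (13 and 10 when adjusted over the list alone, camera adjusted p = 0.509), with Trp53inp1, a stress-induced regulator, at 4.23 (SE 0.31) and Plk3 at -2.29 (SE 0.15). Of the apoptosis regulators 9 of 24 were higher and 4 lower (9 and 4 when adjusted over the list alone, camera adjusted p = 0.413), with the pro-apoptotic Bmf at 3.50 (SE 0.18) and the anti-apoptotic Bcl2 at -1.31 (SE 0.18). Of the NF-kB target genes 14 of 33 were higher and 11 lower (16 and 12 when adjusted over the list alone, camera adjusted p = 0.639), and of chemokine signaling 46 of 122 were higher and 32 lower (45 and 32 when adjusted over the list alone, camera adjusted p = 0.310), with Elmo1, a regulator of cell migration, at 3.58 (SE 0.26). Of the G1/S and DNA replication genes 6 of 37 were higher and 20 lower (6 and 20 when adjusted over the list alone, camera adjusted p = 0.0505), a list that passed without control replicate 1, control replicate 3 or MEKi+RT replicate 2 (adjusted p = 0.0407, 0.0445 and 0.0102). Of the G2/M and mitosis genes 8 of 35 were higher and 20 lower (8 and 20 when adjusted over the list alone, camera adjusted p = 0.137), with Ccnb2, which encodes cyclin B2, at 0.82 (SE 0.04).

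Of the DNA damage checkpoint genes 7 of 25 were higher and 14 lower (7 and 14 when adjusted over the list alone, camera adjusted p = 0.137). Of the homologous recombination genes 6 of 29 were higher and 11 lower (6 and 11 when adjusted over the list alone, camera adjusted p = 0.749), with Dna2, a nuclease of DNA end resection, at -0.99 (SE 0.07), and the direction of this list's test turned with upper-quartile factors and library size alone (adjusted p = 0.958 and 0.941). Of the non-homologous end joining genes 5 of 14 were higher and 4 lower (5 and 4 when adjusted over the list alone, camera adjusted p = 0.749), with Xrcc5, which encodes Ku80, at 0.68 (SE 0.06). Of the endothelial markers 3 of 6 were higher and 1 lower (3 and 1 when adjusted over the list alone, camera adjusted p = 0.310). Markers of macrophages and T cells and the interferon ligands had too few tested members. The 13 macrophage markers in the table summed to 185 to 211 counts per control library and 214 to 237 per MEKi+RT library, the 12 T cell markers to 27 to 48 and 39 to 49, and the 9 interferon ligands to 0 to 6 and 7 to 14.

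By the signal-to-noise enrichment, chemokine signaling had an NES of 1.32 in MEKi+RT against control (permutation p = 0.0116) and 1.05 against RT (permutation p = 0.369). Against gene sets matched on mean expression, the NES of interferon-stimulated genes in MEKi+RT against control was 1.74, and against RT it was 1.52 (permutation p = 0.00392). In this ranking 75.0% of genes with a mean of 0.1 to 1 TPM lay above zero in MEKi+RT against control, against 45.7% of genes above 100 TPM.

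The first principal component held 62.6% of the variance and separated libraries with and without MEKi, the second held 10.7% and separated those with and without RT, and the third held 5.09% and separated the 5 libraries with more fractional counts from the other 7. In the authors' deposited table, 3738 genes are higher and 3976 lower in MEKi+RT against control at a q-value under 0.05. The authors' deposited table gives Sting1 a log2 fold change of -0.62 and Cxcl10 one of 0.29 in that comparison. The interaction of MEKi and RT did not pass edgeR's test for Sting1, at -0.50 (SE 0.13, adjusted p = 0.0826), but did in other settings, with an adjusted p of 0.0279 with DESeq2, 0.0344 over genes with any count, 0.0339 without MEKi replicate 2 and 0.0195 without MEKi+RT replicate 2. For Cxcl10 it was at -0.33 (SE 0.30, adjusted p = 0.714).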
